# Tissue and host species-specific transcriptional changes in models of experimental visceral leishmaniasis

**DOI:** 10.12688/wellcomeopenres.14867.2

**Published:** 2019-01-02

**Authors:** Helen Ashwin, Karin Seifert, Sarah Forrester, Najmeeyah Brown, Sandy MacDonald, Sally James, Dimitris Lagos, Jon Timmis, Jeremy C Mottram, Simon L. Croft, Paul M. Kaye

**Keywords:** Leishmania, infection, host response, transcriptomics, immunopathology

## Abstract

**Background**: Human visceral leishmaniasis, caused by infection with *Leishmania donovani* or *L. infantum,* is a potentially fatal disease affecting 50,000-90,000 people yearly in 75 disease endemic countries, with more than 20,000 deaths reported. Experimental models of infection play a major role in understanding parasite biology, host-pathogen interaction, disease pathogenesis, and parasite transmission. In addition, they have an essential role in the identification and pre-clinical evaluation of new drugs and vaccines. However, our understanding of these models remains fragmentary. Although the immune response to *Leishmania donovani* infection in mice has been extensively characterized, transcriptomic analysis capturing the tissue-specific evolution of disease has yet to be reported.

**Methods**: We provide an analysis of the transcriptome of spleen, liver and peripheral blood of BALB/c mice infected with *L. donovani*. Where possible, we compare our data in murine experimental visceral leishmaniasis with transcriptomic data in the public domain obtained from the study of *L. donovani*-infected hamsters and patients with human visceral leishmaniasis. Digitised whole slide images showing the histopathology in spleen and liver are made available via a dedicated website, www.leishpathnet.org.

**Results:** Our analysis confirms marked tissue-specific alterations in the transcriptome of infected mice over time and identifies previously unrecognized parallels and differences between murine, hamster and human responses to infection. We show commonality of interferon-regulated genes whilst confirming a greater activation of type 2 immune pathways in infected hamsters compared to mice. Cytokine genes and genes encoding immune checkpoints were markedly tissue specific and dynamic in their expression, and pathways focused on non-immune cells reflected tissue specific immunopathology. Our data also addresses the value of measuring peripheral blood transcriptomics as a potential window into underlying systemic disease.

**Conclusions:** Our transcriptomic data, coupled with histopathologic analysis of the tissue response, provide an additional resource to underpin future mechanistic studies and to guide clinical research.

## Introduction

Of the many diseases associated with infection by the protozoan parasite *Leishmania*, visceral leishmaniasis (VL) represents one of the most challenging to understand in terms of its pathophysiology. Unlike cutaneous leishmaniasis, where parasite growth and the pathological consequences of the ensuing immune response are largely confined to the site of transmission, VL is characterized by systemic spread of parasites, multi-organ involvement and a systemic response that is fatal without treatment. Systemic cytokine mediated immunosuppression ^1, 2^, T cell functional defects ^3– 7^, alterations to the structural integrity of the lymphoid tissue ^8– 10^ and systemic coagulopathies ^11, 12^ have all been proposed as mechanisms that promote parasite survival, render the host susceptible to concomitant secondary infections and/or act as negative prognostic markers. Evidence from animal models suggests that tissue specific control over immunity and immunopathology also exists, that may in part reflect extremes within the clinical spectrum of VL ^13, 14^. In spite of the broad impact of infection on a range of key physiological processes, a systems-wide appreciation of the underlying immune, metabolic and physiological changes associated with VL has yet to emerge.

Over the past several years, transcriptomic profiling has been adopted as a key methodology for generating an unbiased view of many disease processes. The application of transcriptomic profiling has provided valuable insights into the pathogenesis of many infectious and non-infectious diseases ^15– 26^, and on the response to drugs, vaccines and other immunotherapeutic interventions ^27– 31^. From a clinical perspective, the application of whole blood transcriptomic profiling (WBTP) opened a new era in clinical monitoring of disease, fuelled notably by the work of Chaussebel and others that illustrated its potential to provide insights into systemic disease processes and serve as a clinical tool ^19, 32– 34^. Nevertheless, whether WBTP provides information reflecting a subset of systemic events or is an avatar of that response remains to be fully determined. Indeed, studies formally comparing whole blood with the systemic tissue transcriptome are rare ^21^.

Transcriptomic profiling in leishmaniasis has been limited to date. In human disease, this has largely focused on cutaneous leishmaniasis ^35– 37^. A single study has reported on transcriptional changes in the draining lymph node of Sudanese patients with VL before and after treatment with sodium stibogluconate, identifying a potential role for nuclear factor of activated T cells (NFAT)-regulated immune responses in treatment response ^38^. One study has examined whole blood transcriptional responses in healthy controls versus asymptomatic and symptomatic VL patients in Brazil ^39^. Three studies have evaluated transcriptional changes in the spleen of hamsters infected with *L. donovani* ^40– 42^. Here, we have applied transcriptional profiling to address key aspects of the tissue specific response to *L. donovani* infection in mice. We describe key differences between immune response and metabolic events occurring in the principal target organs of liver and spleen, as well as in blood, and where possible through publically available data, provide a formal comparison between the splenic response in mice and hamsters and between murine and human whole blood.

## Methods

### Ethics statement

Experiments were approved by the Animal Welfare and Ethics Review Bodies of the University of York and the LSHTM and the work was performed under UK Home Office license (PPL 60/4377; PPL 70/6997; PPL 70/8207). Mice were killed by cervical dislocation prior to tissue collection, as described below.

### Mice and infections

6–8-week-old female BALB/c mice (Charles River, Margate, UK) weighing 20±1 gm and health screened to FELASA 67M standard and maintained under specific pathogen free conditions in individually ventilated cages were used in this study. *Leishmania donovani* (LV9) parasites were maintained in B6. *Rag1* ^-/-^ mice and amastigotes prepared following tissue disruption, cell lysis and differential centrifugation, as described elsewhere ^43^. 2×10 ^7^ amastigotes in 150 μl RPMI were injected intravenously (i.v.) via the lateral tail vein and without anaesthetic to initiate infection. After infection, mice were allocated to cages of 5 and provided food and water *ad libitum*. Experiments reported here are derived from two cohorts of mice (designated CRACK-IT_1 and CRACK-IT_2; 20 mice per cohort, n=5 per infection time point and for time-matched uninfected controls). In CRACK-IT_1, mice (n=5) were killed by cervical dislocation at day 15, 17 and 21 post infection. Control naïve mice were killed on the equivalent of day 14 p.i. for logistical reasons. In CRACK-IT_2, infected mice (n=5 per group) were killed at day 36 and 42, alongside a control naïve group. All animals were killed and processed over an approximate time period of 4–6h beginning in the morning. Tissues were aseptically removed post mortem and stored/processed as detailed below. All downstream tissue analysis was performed blinded to group by investigators not involved in animal handling.

### Histology and quantitative morphometry

Spleens and livers were embedded in OCT, snap frozen and stored at -80°, before preparing 7 µm cryosections. All subsequent steps were carried out at room temperature. For gross morphology, sections were fixed for 5 minutes in ice-cold acetone and rehydrated by immersion for 2–3 minutes in 90% ethanol, 70% ethanol and finally ddH _2_O. Sections were transferred to Harris’s haematoxylin (Sigma-Aldrich, UK) for 5 minutes, then ‘blued’ in running tap water for 5 minutes. Slides were differentiated using 1% acid alcohol for 5 seconds, washed in tap water for 3minutes and stained with 1% w/v eosin (Sigma-Aldrich, UK) in distilled water for 3 minutes. Slides were washed for 3 minutes in ddH _2_O and dehydrated through alcohols, cleared in Xylene and mounted in DPX.

For immunohistochemistry, sections were fixed for 5 minutes in ice cold acetone and rehydrated for 2 x 5 minutes in wash buffer (0.05% w/v BSA in PBS) and blocked for 30 minutes in dilution buffer (5% v/v goat serum in wash buffer). After washing, sections were stained for 45 min with AlexaFlour 647-F4/80 or isotype control (BioLegend, USA; 1:500), counterstained with DAPI and mounted in Prolong Gold. Sections were examined using a Zeiss Axio Scan Z1 with a x 20 objective. Granuloma size and distribution was quantified using image analysis software TissueQuest 4.0 (TissueGnostics, Vienna, Austria), blind to treatment group. DAPI was used as the master channel to identify all events within the regions of interest, and clustering of F4/80 ^+^ cells was used to identify granulomas. All granulomas within a 1mm ^2^ region of interest were identified as individual sub regions of interest, and size and cell density was recorded.

### Tissue transcriptomics

RNA was isolated from tissue/blood samples and amplified via Agilent low-input Quick Amp labelling kit (Agilent Technologies). Amplified RNA was then assayed with Agilent SurePrint G3 mouse GE 8x60k microarray chips that were scanned with an Agilent C Scanner with Surescan High Resolution Technology (Agilent Technologies). The data were normalized using the percentile shift method to the 75 ^th^ percentile. Identification of differentially expressed (DE) genes between infected and naïve samples was performed using the Benjamini and Hochberg false discovery rate (FDR) correction for pairwise comparisons of infected vs. naïve samples ^44^. Where multiple probes for a single gene were present, the average expression level was used. This analysis was performed with GeneSpring software (version 9; Agilent) as a standard 5% FDR, with the variances assessed by the software for each t test performed. A 2-fold expression criteria (Log2 FC = 1)was then applied to each gene list. For DE analysis in CRACK-IT_1, a single group of naïve mice were killed at d14 for comparison with samples of infected mice taken at d15, d17 and d21 p.i. For CRACK-IT_2, DE analysis was performed using matched naïve samples for each tissue taken at each time point (see Results).

Gene ontology analysis was performed using GeneSpring (Agilent), and pathway analysis was conducted using Ingenuity Pathway Analysis software (Ingenuity Systems). For the identification of upstream regulators in IPA, we used the z score, which reflects the extent to which known target genes are regulated in the expected direction, whereby positive z scores predict activation of the regulator whereas negative z scores predict inhibition of the regulator. z scores of >2 and <-2 are considered significant. Gene set enrichment analysis (GSEA) ^34^ was performed to identify enriched gene sets associated with each phenotype (i.e. infected at each time point vs. naïve). Data were collapsed to gene set against an Agilent mouse array chip file (~24K genes) and parameters set for GSEA were: permutations =1000; permutations type = gene set (sample n<7) or phenotype (sample n>7). Putative protein-protein interactions were identified using STRING ^45^. Interferon-inducible genes were identified using Interferome v2.0 ^46^ Non-weighted Venn diagrams were generated using Venny 2.1 ^47^. Hamster transcriptomic datasets were from 41. Comparisons were made based on ENSEMBL ids and gene symbol and annotation was used to compare hamster / mouse orthologs. Human transcriptomic data sets were from 39. Weighted Venn diagrams were generated in R using the eulerr package ( https://cran.r-project.org/package=eulerr) and correlation plots were created using the ggplot2 package ( https://cran.r-project.org/web/packages/ggplot2/index.html).

## Results

### Splenic response to *L. donovani* infection in BALB/c mice

As part of a larger program of research aimed at evaluating multiple aspects of EVL (the CRACK IT VIDR project; see Discussion), we infected two cohorts of female BALB/c mice with 2×10 ^7 ^amastigotes of *L. donovani* (CRACK-IT_1 and CRACK-IT_2) and at defined time points corresponding to increased parasite load and architectural changes in the splenic microenvironment ( Figure 1), spleen tissues were processed for genome-wide transcriptomic profiling by microarray. 

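Spleens of naïve mice and of mice killed at d15, d17, d21, d36 and d42 p.i. were profiled on 1-colour Agilent mouse arrays, on which the brightness of a spot reports the amount of mRNA bound by its probe. The arrays analysed here came from 4 mice of naïve 0 and from 5, 5 and 4 infected mice at d15, d17 and d21 p.i. in CRACK-IT_1. CRACK-IT_2 gave 5 infected and 5 naïve mice at d36 p.i. (naïve 36) and 4 infected and 5 naïve mice at d42 p.i. (naïve 42), for 14 naïve and 23 infected spleens in all. Sample labels place naïve 0 at day 0, whereas the paper places it at the equivalent of d14 p.i. An infected spleen titled as d17 replicate 5 carries a time point of 21 days in its other labels, and was counted with d17 as its title says. The authors read the spots and corrected them for background with Feature Extraction, and deposited the resulting intensities without normalization between arrays. For the values reported here, the log2 intensity of each spot was set against the 75th percentile of its array, as in the methods, outlier spots were left out, and spots of the same probe were averaged. The 75th percentile ranged from 230 to 1227 intensity units (median 514), with group medians between 451 in naïve 0 and 919 at d17 p.i. A median of 62% of probes lay well above background (range 52.6 to 81.2%). Each infected group was compared with its matched naïve group by limma over 55681 probes, and a probe was called DE at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change. RefSeq accessions matched 28403 of these probes to 21406 genes, and a gene's value is the mean over its probes. Naïve 0, d15 and d17 shared a scan run, whereas the d21 spleens were scanned in a run without naïve mice, so for d21 scan run and infection cannot be told apart. Across all probes the median Log2FC lay between -0.29 and 0.12, and another scaling of the arrays moved it by up to 0.46, so that changes are relative to the array as a whole. With 4 or 5 arrays per group, the number of arrays limits the precision of each value.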

An overview of the expression data is presented as volcano plots and heat maps for naïve mice (total n=15) and infected mice (total n=25) examined at each time post infection (p.i.) ( Figure 2A and B). 

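Naïve spleens were set against each other by limma at the thresholds used for infected mice. Between naïve 36 and naïve 0, 582 probes differed, of which 410 were higher and 172 lower in naïve 36. Naïve 42 differed from naïve 0 at 427 probes, 259 higher and 168 lower. No probe differed between naïve 42 and naïve 36, the pair scanned in the same run, and 1884 probes had an unadjusted p under 0.05 in that comparison. Leaving out each array in turn brought the 582 probes to between 41 and 209, the 427 to between 0 (without naïve 0 replicate 1) and 293, and the count between naïve 42 and naïve 36 to between 0 and 18. Naïve 0 belonged to another experiment and another scan run than naïve 36 and naïve 42, so that these could not be separated from the time of sampling.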

Some minor changes were noted in groups of naïve mice examined at each time point, despite confirmation of comparability in age, sex, weight and health status. To account for these minor variations, DE genes were identified by reference to time- and experiment-matched naïve controls ( Figure 2B). Using a mean FDR adjusted p value cut-off of 0.05 and a FC of 2 (Log _2_FC = 1) for at least one of the infection time points, 9634 probes were scored as DE across the entire time series ( Table S1). 

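Across the 5 comparisons of infected with matched naïve spleens, 7344 of 55681 probes were DE at 1 or more time points by limma. Of these, 188 were up-regulated and 132 down-regulated at every time point, and 25 were DE in opposite directions at different time points. The setting that moved this total most was the 2-fold threshold applied without a test, a setting chosen after seeing the data, which gave 14890 probes.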

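Relative to matched naïve mice, 645 probes were DE in the spleen at d15 p.i., 1772 at d17, 3514 at d21, 3778 at d36 and 3526 at d42. Their Log2FC ranged from -3.18 to 5.82 at d15, from -3.86 to 6.37 at d17, from -3.83 to 7.59 at d21, from -6.45 to 8.36 at d36 and from -6.31 to 7.14 at d42. Up-regulated probes numbered 340, 683, 1608, 1577 and 1322 at these times and down-regulated probes 305, 1089, 1906, 2201 and 2204. Counts at d21, d36 and d42 lay within the range that single arrays gave at d21, where leaving out infected replicate 2 left 1386 DE probes and leaving out infected replicate 1 gave 5797. At d15 the count fell to 321 without naïve 0 replicate 3. With the slide as a block it was 1076 at d15 and 2032 at d42. The split between directions depended on how arrays were scaled, since 52.7, 38.5, 45.8 and 37.5% of DE probes were up-regulated at d15, d17, d21 and d42, against 65.2, 43.6 and 63.6% at d15, d17 and d21 after quantile normalization, 69.5, 15.5, 73.4 and 60.9% after normexp background correction, and 38.3, 29.9, 18.5 and 20.9% with the percentile taken over detected probes.

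**Figure D1:**
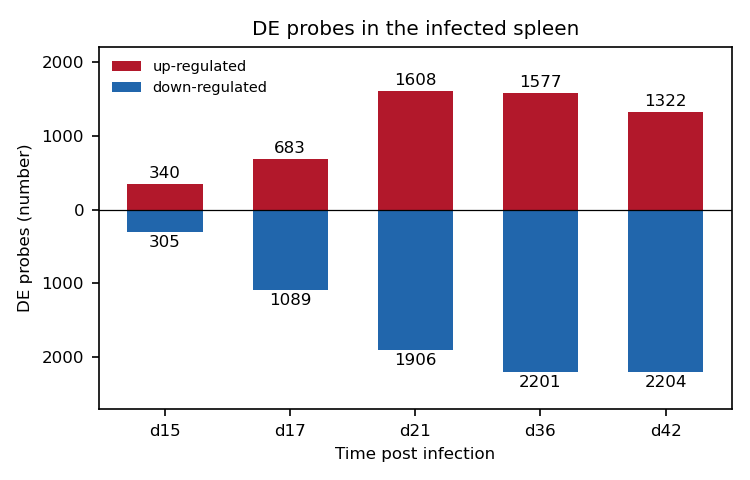
Number of DE probes in the spleen at each time p.i., with up-regulated probes drawn above and down-regulated probes below 0 (limma, adjusted p under 0.05 and at least 2-fold, 4 or 5 infected against 4 or 5 naïve spleens). Bars rise from 645 probes at d15 to 3514 at d21 and stay between 3514 and 3778 from d21 to d42.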

The number of DE probes increased over time, peaking at d36 p.i. (d15: 1997 probes, Log _2_FC -3.52 to +5.82; d17: 2826 probes, log _2_FC -4.01 to +6.37; d21: 5124 probes, Log _2_FC -4.54 to +7.59; d36: 5051 probes, Log _2_FC -6.45 to +8.36; d42: 4946 probes, Log _2_FC -6.30 to +7.13).

**Figure 1.**
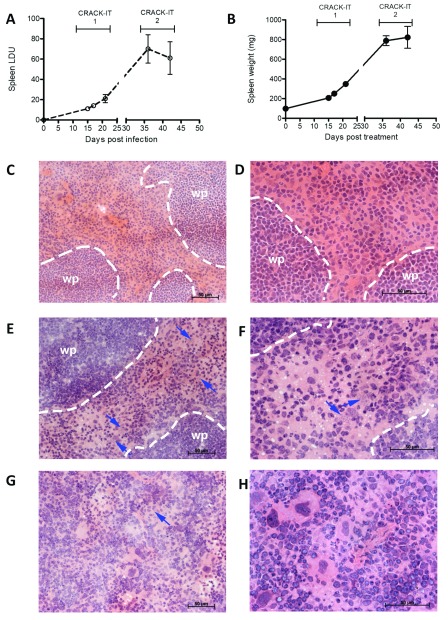
Splenic response to *L. donovani* infection. Spleens from BALB/c mice infected with *L. donovani* were removed at 15-, 17-, 21-, 36- and 42-days post infection, along with spleens from naïve age matched controls. **A**. Parasite burdens were determined by impression smears and are represented as mean LDU ± SE (n=5 mice per time point). **B**. Spleen weight for naïve and infected mice (mg ± SE). **C**– **H**. Representative histology of spleens from naïve mice ( **C** and **D**) and from d17 ( **E** and **F**) and d42 ( **G** and **H**) infected mice. Hematoxylin and Eosin x20 ( **C**, **E** and **G**) and x40 ( **D**, **F** and **H**); scale bars 50 µm. Blue arrows highlight parasite clusters. White dashed lines indicate red pulp (rp) / white pulp (wp) boundary. **G** and **H** show increased frequency of megakaryocytes, indicative of extramedullary haematopoiesis and loss of white pulp / red pulp discrimination. Data are pooled from two independent experiments covering the early and late phase of infection.

**Figure 2.**
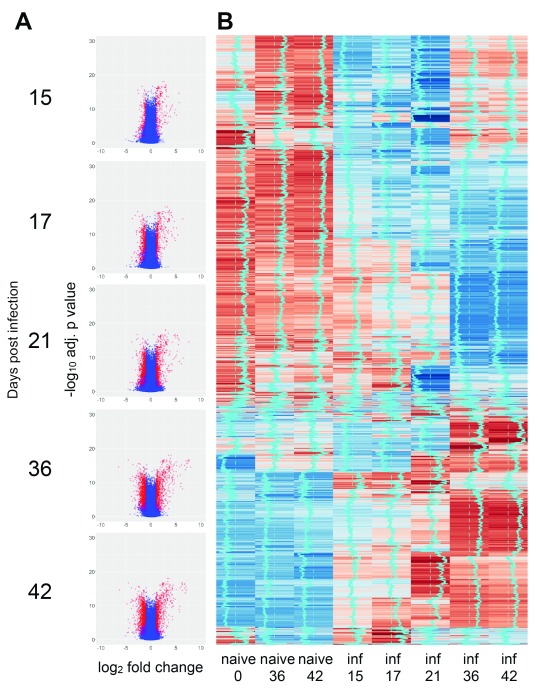
Transcriptomic profiling of spleen response to *L. donovani* infection in BALB/c mice. **A**. Volcano plots showing DE probes at each time point of infection (relative to matched naïve control mice). Data are shown as Log2 FC in expression against Log10 adjusted p value. **B**. Heat map of probe expression intensity across time series. Data are pooled for n=5 mice per group for clarity. Vertical blue trace indicates mean intensity signal. Sample “naïve 0” was used to calculate DE genes for days 15, 17 and 21 p.i. Samples “naïve 36” and “naïve 42” were used to calculate DE genes for their respective time points p.i.

After removal of multiple probes, 5096 annotated genes were identified within this DE probe set across all time points (d15, 1078 genes; d17, 1653 genes; d21, 2880 genes; d36, 2708; d42, 2805). 

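DE probes that matched a gene stood for 419 genes at d15, 1073 at d17, 2013 at d21, 2020 at d36 and 2079 at d42 p.i., and for 3866 genes over the time course. Probes of the same gene were counted once. DE probes without a matched gene, which were left out, numbered 193, 610, 1328, 1469 and 1149 at these times. Leaving out single arrays moved the gene count at d21 to between 819 (without infected replicate 2) and 2934 (without infected replicate 1) and that at d15 to between 222 and 412.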

To determine if genes related to specific biological responses were differentially regulated over time of infection, we used GSEA ^34^. As shown in Figure 3A, Table 1 and Table S2, the most commonly enriched gene sets across the time course were interferon gamma signalling, TNF signalling, myogenesis, allograft rejection, IL-6 – JAK/STAT signalling, angiogenesis, G2M checkpoint, inflammatory response, oestrogen response, epithelial-mesenchymal transition, E2F targets, KRAS signalling and complement. 

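MSigDB Hallmark sets were not used here, and 36 Reactome gene sets chosen for the paper's terms were tested in their place with limma's camera at an inter-gene correlation of 0.01. Sets past an adjusted p of 0.05 numbered 18 at d15, 19 at d17, 15 at d21, 18 at d36 and 20 at d42, of which 15, 15, 12, 13 and 14 were up-regulated. Up-regulated at every time point were 11 sets, namely interferon gamma signalling, apoptosis, mitotic cell cycle, G2/M checkpoints, DNA replication, DNA repair, the mitotic spindle checkpoint, respiratory electron transport, glycolysis, detoxification of reactive oxygen species and MHC class II antigen presentation. The interferon gamma set had a median Log2FC of 0.10 over 97 genes at d15 (adjusted p = 0.000172) and of 0.30 at d36 (adjusted p = 0.00136). Complement was up-regulated at 3 time points, whereas Toll-like receptor cascades, T cell receptor signalling, interferon alpha/beta signalling and VEGF signalling passed at none. Extracellular matrix organization and collagen formation were down-regulated at 4 time points each, and myogenesis at 2. Under fry, 13, 19, 15, 14 and 19 of the sets called at these times also passed, and with the inter-gene correlation estimated from the arrays 0 passed at any time, which was the setting that moved these counts most. Other groupings of the same arrays gave a median of 6 to 10 sets past the threshold at the preset correlation.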

Notably, the breadth of enriched pathways evolved over time. For example, pathways representing various metabolic processes, coagulation, apoptosis and hypoxia are more highly enriched late in infection ( Figure 3A). These changes occurred concurrently with loss of red pulp/white pulp differentiation and the onset of extramedullary haematopoiesis (as evident from the abundance of splenic megakaryocytes; Figure 1G and H).

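Among sets for metabolism, respiratory electron transport had a median Log2FC of 0.19 at d15, 0.22 at d17, 0.63 at d21, 0.57 at d36 and 0.46 at d42 (camera adjusted p = 8.45e-09 at d15 and 1.97e-10 at d36). Glycolysis genes had medians of 0.22, 0.29, 0.19, 0.69 and 0.61 at these times, with an adjusted p of 0.000658 at d15 and 0.000293 at d36. Heme biosynthesis passed only at d36 (median 0.64, adjusted p = 0.0465) and d42 (0.65, adjusted p = 0.0268), whereas cholesterol biosynthesis passed only at d15, d17 and d21, with an adjusted p of 0.828 at d36. Mitochondrial fatty acid beta-oxidation passed only at d17 (median 0.33, adjusted p = 0.00967). Apoptosis was up-regulated at all 5 times, with a median of 0.15 at d15 and 0.41 at d36. The clotting cascade passed at d15 (median 0.31, adjusted p = 0.0123) and at d42, where its median was -0.02 but its mean 0.31 (adjusted p = 0.0496). Cellular response to hypoxia passed at no time point by camera, with an unadjusted p of 0.0418 at d21 and of 0.288 at d36, while fry gave an adjusted p of 0.00171 at d21 and 0.0103 at d36. Differences between early and late values of a set were not tested. From the enrichment over time, the paper states that the breadth of pathways changed as infection progressed, with metabolism, coagulation, apoptosis and hypoxia more enriched late.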

**Figure 3.**
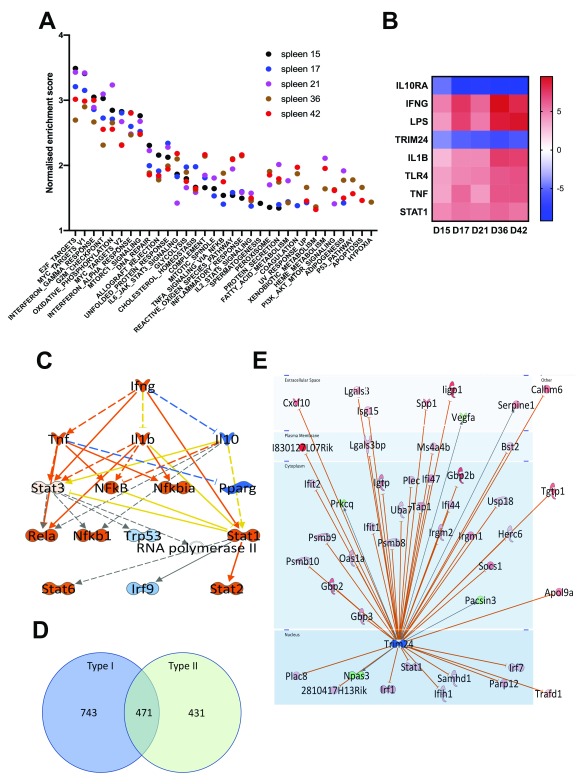
Characteristics of the spleen transcriptomic response to *L. donovani* infection in BALB/c mice. **A**. Data were subjected to GSEA with reference to MSigDB Hallmark gene sets and normalized enrichment score over time is shown for the top 25 gene sets at any given time point. Days post infection are indicated by coloured dots (d15, black; d17, blue; d21, magenta; d36, brown, d42 red). **B**. IPA-predicted upstream regulators presented as a heat map based on z scores ranging from -9 (negative regulators) to +9 (positive regulators). **C**. IPA mechanistic pathway analysis indicating the 16 linked regulatory proteins, that together are predicted to regulate ~14% of all DE genes in the *L. donovani* infected spleen. Predicted relationships are indicated by lines (orange, leading to activation; blue, leading to inhibition; yellow, inconsistent; grey, not predicted). Box shading represents degree of predicted activation (orange) or inhibition (blue). **D**. Venn diagram showing distribution of 1645 Type I and II Interferon-induced genes, as identified using Interferome v2.01. **E**. Predicted Trim24 targets identified in IPA that show upregulated expression during infection. Predicted relationships are indicated by lines: Orange represents leading to activation; grey represents not predicted. Gene symbol box shading reflects extent of upregulation (red) and downregulation (green) in dataset. For an explanation of molecule shapes and relationship types, see http://qiagen.force.com/KnowledgeBase/articles/Basic_Technical_Q_A/Legend.

**Table 1.** Summary of enriched gene sets in the spleen of *L. donovani*-infected BALB/c mice.

Data was subjected to GSEA against the MSigDB Hallmark gene set and represents a summary of the top 10 gene sets (by FDR) for each time point. For full dataset including gene lists, see S2Table. Normalised enrichment scores for all gene sets listed for all time points are shown in Figure 3A.	day 15	day 17	day 21	day 36	day 42
Gene Set Name	FDR q-value				
HALLMARK_KRAS_SIGNALING_UP	7.80E-09	3.07E-11		2.70E-24	1.63E-20
HALLMARK_KRAS_SIGNALING_DN	2.67E-08				
HALLMARK_ALLOGRAFT_REJECTION	1.15E-07	8.95E-10		9.97E-27	
HALLMARK_IL6_JAK_STAT3_SIGNALING	2.48E-07				
HALLMARK_INTERFERON_GAMMA_RESPONSE	2.40E-06	7.24E-26	1.07E-22	2.75E-40	1.88E-27
HALLMARK_ESTROGEN_RESPONSE_EARLY	9.16E-06				
HALLMARK_INFLAMMATORY_RESPONSE	9.16E-06	3.07E-11	1.13E-19	4.08E-25	8.69E-23
HALLMARK_ANGIOGENESIS	1.06E-05				
HALLMARK_COAGULATION	1.77E-05			1.90E-23	
HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	3.20E-05	4.76E-13	1.13E-19	1.52E-18	3.09E-21
HALLMARK_INTERFERON_ALPHA_RESPONSE		1.26E-12			
HALLMARK_HYPOXIA		1.26E-12		3.81E-20	3.38E-25
HALLMARK_MYOGENESIS		1.26E-12			
HALLMARK_G2M_CHECKPOINT		3.07E-11	1.50E-36		1.96E-24
HALLMARK_TNFA_SIGNALING_VIA_NFKB		4.32E-09		2.37E-30	6.38E-26
HALLMARK_E2F_TARGETS			1.50E-36		1.63E-20
HALLMARK_MITOTIC_SPINDLE			1.13E-19		
HALLMARK_IL2_STAT5_SIGNALING			6.16E-19	1.18E-22	
HALLMARK_UV_RESPONSE_DN			2.57E-17		
HALLMARK_XENOBIOTIC_METABOLISM			1.54E-14		
HALLMARK_COMPLEMENT				4.08E-25	9.69E-20
HALLMARK_ESTROGEN_RESPONSE_LATE			1.54E-14		5.18E-22

We next used pathway analysis to look in more detail at the evolution of and the main upstream regulators of the DE genes identified at each time point post infection. Comparative analysis within Ingenuity Pathway Analysis (IPA) indicated that IFN *γ*, LPS, IL-1β, TLR4, TNF and STAT1 were amongst the highest scoring and significant upstream regulators predicted to be activated during infection (with activation z scores ranging from 2.89 to 9.5 and p values from ~10 ^-5^ to 10 ^-48^), whereas IL-10RA and TRIM24 were upstream regulators that were predicted to be down regulated (z scores of ~-4 to -9 and p values from 10 ^-7^ to 10 ^-35^; Figure 3B). It should be noted that predictions made by IPA are based on the expression patterns of genes that are known to be regulated by different upstream regulators and do not require that the upstream regulator itself appears as DE in the data set. For example, at day 36 p.i., activation of IFNγ was predicted by the changes in expression seen in 301 known IFNγ target genes, consistent in this case with an observed Log2FC change in expression of IFNγ of 3.474. 

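*Ifng* was at 2.57 ± 0.33 (SD, n = 5) in infected spleens at d36 p.i. and at -0.89 ± 0.37 (SD, n = 5) in naïve 36, in log2 intensity relative to the array's 75th percentile. This is a Log2FC of 3.46 (standard error 0.21, limma adjusted p = 3.09e-06), and leaving out each array in turn kept it between 3.32 and 3.57.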

IFNγ was further predicted to interact with 694 genes (or 13.7%) of all DE genes via a mechanistic network involving 15 other regulators ( Figure 3C). Similarly, using the Interferome database which contains expression data related to ~4000 interferon regulated genes (v2.01; ^46^), 32.3% (1645/5096) of all DE genes scored as interferon inducible, of which 743 and 431 scored as uniquely regulated by Type I and II (IFNγ) interferons, respectively ( Figure 3D). In contrast, IL-10RA and TRIM24 were predicted to be inhibited based on the expression change of 108 and 41 genes, respectively, although in this case, neither of these predicted upstream regulators was itself DE. 

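*Il10ra* had a Log2FC of -0.17 (limma adjusted p = 0.569), -0.22 (0.559), -0.44 (0.188), -0.07 (0.757) and -0.22 (0.323) at d15, d17, d21, d36 and d42 p.i., with standard errors from 0.15 to 0.23. For *Trim24* the Log2FC was 0.17 (adjusted p = 0.428), -0.19 (0.268), -0.11 (0.695), -0.14 (0.326) and -0.01 (0.946), with standard errors from 0.09 to 0.19. Neither gene passed the threshold at any time point.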

The 41 genes that predict inactivation of TRIM24 during *L. donovani* infection are shown graphically according to subcellular localisation in Figure 3E,. The lack of differential expression of IL-10RA and TRIM24 may reflect that function is not transcriptional regulated or that transcriptional regulation was below the Log2FC cutoff employed in this analysis (due to low abundance of cells expressing the gene of interest or only minor changes to mRNA abundance).

Finally, we examined expression of cytokine and chemokine genes as well as genes for their respective receptors, to provide a high-level view of immune pathways activated during infection in this target tissue ( Figure 4). 

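*Il10* mRNA rose by a Log2FC of 2.00 at d15 (limma adjusted p = 0.0012), 2.62 at d17 (0.000261), 1.76 at d21 (0.0036), 1.94 at d36 (0.000259) and 2.01 at d42 p.i. (0.00293), with standard errors between 0.21 and 0.34. At d36 it was at -3.40 ± 0.29 (SD, n = 5) in infected and -5.34 ± 0.47 (SD, n = 5) in naïve spleens, and its signal was well above background on 3 of 4, 1 of 5 and 2 of 5 arrays of naïve 0, naïve 36 and naïve 42. *Il21* was close to background in naïve spleens as well, on 1 of 4, 2 of 5 and 2 of 5 arrays above it, and its Log2FC was 5.05 (standard error 0.30), 4.93 (0.29), 5.31 (0.42), 4.82 (0.43) and 5.14 (0.77), with an adjusted p between 4.73e-05 and 0.00164. For *Il1b* the Log2FC was 0.28, 0.09 and 0.60 at d15, d17 and d21, within the spread between mice (adjusted p = 0.471, 0.832 and 0.345), with d21 resting on infected replicate 1, without which it was 1.08, and passing in 1 of 8 fits that each left out an array, then 1.49 (standard error 0.18, adjusted p = 0.000222) at d36 and 1.21 (0.17, adjusted p = 0.00109) at d42. *Il6* passed from d21 onwards, with a Log2FC of 0.23 and 0.54 at d15 and d17 and of 1.72 (adjusted p = 0.00725), 2.64 (1.06e-05) and 2.60 (0.000401) at d21, d36 and d42.

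**Figure D2:**
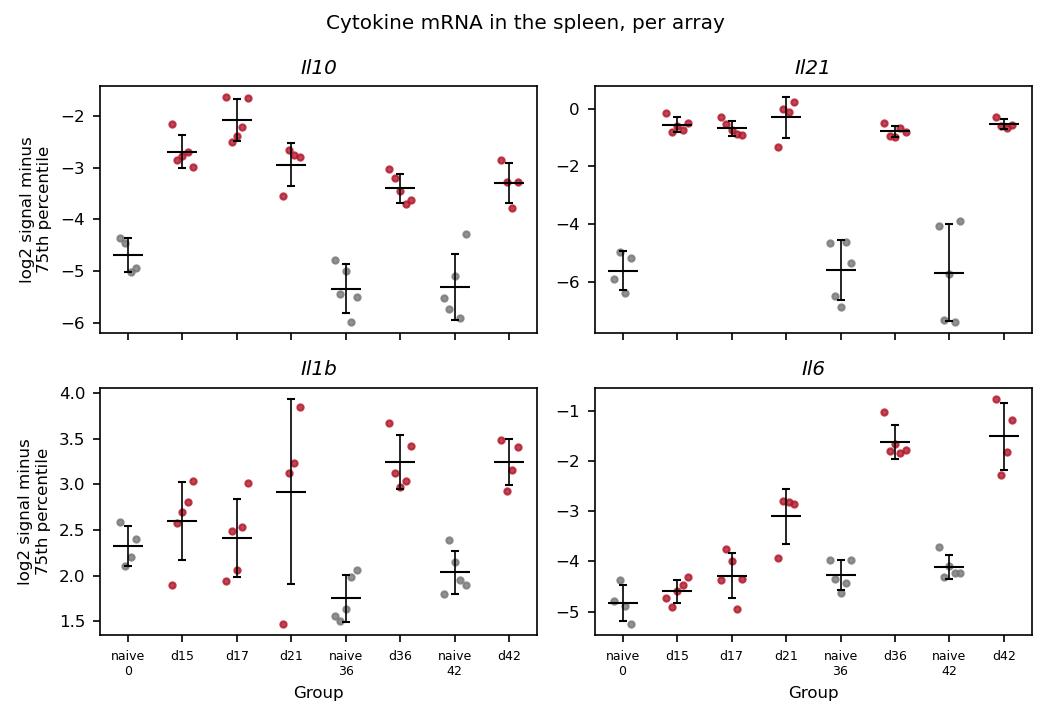
Log2 intensity of *Il10*, *Il21*, *Il1b* and *Il6* relative to the array's 75th percentile in each spleen (points), with the mean (bar) and SD (error bar) of each group of 4 or 5 infected or naïve mice. *Il10* and *Il21* lie above naïve mice from d15 p.i. (Log2FC 2.00 and 5.05), *Il6* from d21 (1.72) and *Il1b* from d36 (1.49).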

Cytokines with increased mRNA accumulation at all time points included *Il10* and *Il21*, whereas for others (e.g. *Il1b* and *Il6*) there was progressive increase in mRNA accumulation over time. 

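In the spleen *Ifng* had a Log2FC of 2.08 at d15 (standard error 0.14, limma adjusted p = 0.000144), 1.86 at d17 (0.18, adjusted p = 0.000391), 3.17 at d21 (0.27, adjusted p = 0.000687) and 3.48 at d42 p.i. (0.26, adjusted p = 6.7e-05). *Tnf* was 0.81 (adjusted p = 0.0147) at d15 and 0.76 (adjusted p = 0.0339) at d17, past the adjusted p but under 2-fold, 0.29 at d21 (adjusted p = 0.274), and passed both thresholds at d36 (1.20, standard error 0.23, adjusted p = 0.00365) and d42 (1.33, standard error 0.24, adjusted p = 0.00473). Of 63 measured genes of the IFN, TNF and TGF families with their receptors, 12 were DE at some time in the spleen, 4 of them up-regulated and 8 down-regulated. At d15, d17, d21, d36 and d42, 1, 1, 2, 4 and 4 of these genes were up-regulated and 3, 5, 3, 7 and 6 down-regulated, and adjusted over the list alone 4, 7, 5, 11 and 10 were DE. The tally moved most with the percentile taken over detected probes, a setting chosen after seeing the data, under which 19 genes were DE.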

*Ifnγ* mRNA abundance also increased over time post infection, whilst enhanced accumulation of *Tnf* mRNA was observed only late in infection and other TNF superfamily members showed variable responses. 

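Of 34 chemokine ligand genes measured in the spleen, 17 were DE at 1 or more time points, 13 in the up-regulated and 4 in the down-regulated direction. Up-regulated ligands numbered 7 at d15, 11 at d17, 11 at d21, 12 at d36 and 11 at d42 p.i., and down-regulated ligands 2, 2, 1, 2 and 2. Counts adjusted over the list alone were 9, 13, 13, 14 and 13. The largest rise of the 13 up-regulated ligands fell at d17 for 3, at d36 for 8 and at d42 for 2, and 7 were up-regulated at every time point. Differences between time points were not tested for single ligands.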

Distinct temporal regulation of chemokine mRNA abundance was also observed. In contrast to chemokine ligands, mRNAs for many chemokine receptors were found at lower abundance in infected mice compared to controls (e.g. *Ccr1* and *Ccr9*), and the same trend was also observed for some cytokine receptors, notably *Il17rb*, *Il17rd* and *Il17re*.

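Of 19 chemokine receptor genes measured in the spleen, 11 were DE at some time point, 4 of them up-regulated and 7 down-regulated. Receptors called down-regulated numbered 0 at d15, 1 at d17, 2 at d21, 7 at d36 and 5 at d42 p.i., against 1, 1, 2, 3 and 3 called up-regulated, and adjusted over the list alone 1, 2, 4, 10 and 8 were DE. *Ccr1* gave a signal well above background on 1 of 4 arrays of naïve 0 and on no other spleen array, so its change was not detectable on these arrays. *Ccr9* had a Log2FC of -0.89 and -0.81 at d15 and d17, short of 2-fold, and of -1.30 (standard error 0.28, limma adjusted p = 0.0169) and -1.20 (0.21, adjusted p = 0.00209) at d21 and d36, and was 2-fold lower at d42 (standard error 0.27, adjusted p = 0.0266), the d42 call holding in 3 of 9 fits that each left out an array and not with the slide as a block (-0.97, adjusted p = 0.0759). Among 82 interleukin and interleukin receptor genes, 16 were up-regulated and 11 down-regulated at some time, with 3, 5, 5, 14 and 11 up and 1, 5, 6, 8 and 6 down from d15 to d42; adjusted over the list alone, 5, 10, 11, 22 and 17 were DE. *Il17re* was down-regulated at all times, with a Log2FC of -1.06, -1.16, -1.30, -1.13 and -1.52 (adjusted p from 0.00171 to 0.0241; at d36 0.0601 with the slide as a block). *Il17rd* passed from d17 onwards (-1.35, -1.13, -1.27 and -1.44, after -0.86 at d15), with an adjusted p of 0.000104 at d17. *Il17rb* passed at d21 (-1.19, adjusted p = 0.0162) and d36 (-1.63, adjusted p = 0.0168), where its signal was well above background in 2 of 5 infected mice, and stayed under 2-fold at d42 (-0.89). These values average 2 probes that part, with 1 of them called down-regulated at all 5 times (-1.39, -1.90, -2.03, -2.32 and -1.89) and the other between -0.95 and 0.24 and not called.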

**Figure 4.**
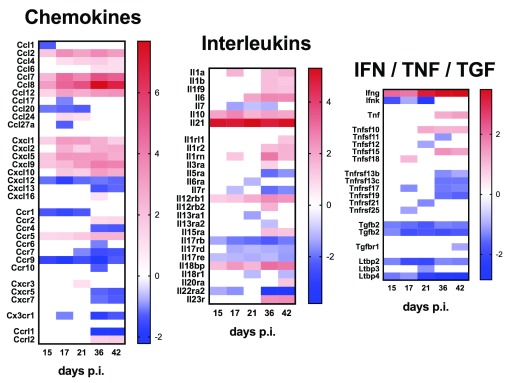
Cytokine and chemokine ligand and receptor gene expression in the spleen of mice infected with *L. donovani.* **A**– **C**. Heat maps representing Log2 fold change in mRNA abundance for chemokines, interleukins and IFNγ / TNF family members and their receptors are shown. Only genes that were DE for at least one time point post infection are shown. Blue blocks represent down-regulated genes and red blocks indicate up-regulated genes. White blocks represent genes that were not significantly DE at a given time point.

### Comparative analysis of splenic response in mice and hamsters infected with *L. donovani*

In contrast to murine EVL, hamsters infected with *L. donovani* develop progressive and fatal visceral leishmaniasis, providing a better model of end stage human disease. The heightened sensitivity of hamsters to *L. donovani* infection has been attributed, in part, to a deficiency in NOS2 production, resulting from a promoter polymorphism similar to that seen in humans ^48^. In addition, alterations in immune response associated with T cell exhaustion and myeloid cell dysregulation have been reported based on transcriptomic as well as functional analysis ^41, 42^. However, a detailed comparison of the pathophysiology in infected hamsters and mice has not been conducted. We made use of recently published RNA-Seq data derived from the spleens of hamsters infected with *L. donovani* infection ^41^ to compare these two infection models, albeit with the caveat that different technologies were used for measuring mRNA abundance. Kong *et al.* ^41^ observed 4360 DE transcripts at d28 post infection, of which 2340 (53.7%) were up-regulated and 2020 (46.3%) were down-regulated compared to spleens from naïve hamsters. In comparison, in *L. donovani* infected mice at the peak of splenic infection in our study (d36 p.i.), we identified 41.2% of DE probes as upregulated and 58.8% as down-regulated ( Table S1). 

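At d36 p.i., 41.7% of the DE probes in the spleen were up-regulated and 58.3% down-regulated relative to naïve 36. After normexp background correction 60.1% were up-regulated, and with the percentile taken over detected probes, a setting chosen after seeing the data, 23.1%, so the balance of directions rests on how arrays are scaled to each other. Of the up-regulated probes 84.9% and of the down-regulated probes 85.1% were well above background on all arrays of the infected or of the naïve group. Hamster samples were not analysed here.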

By filtering on FDR and FC (<0.05; >2FC), removing the bottom quartile of hamster genes that were expressed with a cpm of <1 and by averaging across multiple probes/reads, we generated three lists of genes, those DE in hamster and not mouse (1504 genes), DE in mouse and not hamster (2239 genes) and those DE in both (485 genes, Figure 5A and Table S3).

**Figure 5.**
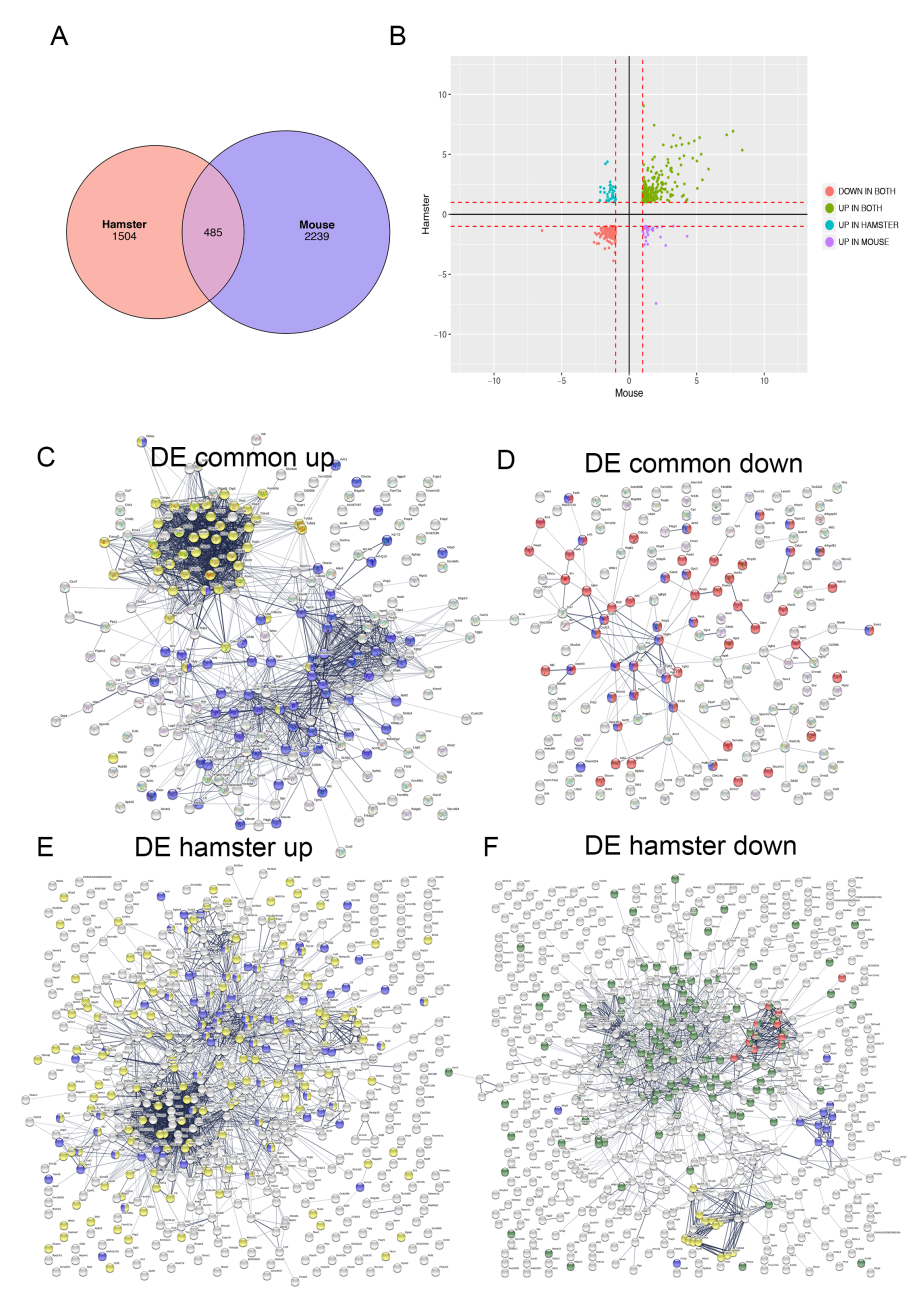
Comparison between DE genes in hamster and mouse spleen. DE genes identified in mouse spleen (d36 p.i.; this study) were compared to those identified in 41. **A**. Venn diagram showing overlap of DE genes. **B**. Correlation plot of Log2FC for mouse and hamster DE genes. **C**– **F**. STRING analysis of predicted protein interactions for DE genes identified as upregulated in both mouse and hamster ( **C**; yellow = cell cycle, blue = immune response), down-regulated in mouse and hamster ( **D**; red = anatomical structure, blue = vascular development), up-regulated in hamster only ( **E**; yellow = negative regulation, blue = immune system), and down-regulated in hamster only ( **F**; green = regulation of multicellular processes, red = complex of collagen fibres, yellow = drug metabolism, blue = serine proteases trypsin domain). All DE genes are shown on the images to provide a visual representation of the extent to which these genes are clustered into common pathways. For full details of all DE genes, see Table S3.

Amongst common DE genes, there were those that were up or down consistently in both species, and in more limited number, some that showed differential expression in alternate directions (35 up in mouse and down in hamster and 37 up in hamster and down in mouse; Figure 5B and Table S3). To further examine these DE gene lists, we used STRING, a protein-protein interaction database ^45^. We identified no discernible functional pathways associated with the small number of inversely DE genes. Analysis of common upregulated DE genes identified a highly significant enrichment for immune system process (GO:002376; FDR 7.37×10 ^-23^) and cell cycle process (GO:0022402; FDR 2.75×10 ^-19^) related genes that form two major clusters amongst all commonly upregulated genes ( Figure 5C). 

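In mouse spleen at d36 p.i., *Mmrn2* had a Log2FC of -1.29 (standard error 0.15, limma adjusted p = 0.000211) and *Vegfa* of -1.05 (standard error 0.15, adjusted p = 0.000597). The call for *Vegfa* held in 8 of 10 fits that each left out an array. Hamster spleens were not analysed here.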

Amongst common down-regulated DE genes, although there was no major clustering of genes there was a significant enrichment in GO terms related to changes in morphology, pathways for anatomical structure morphogenesis (GO:0009653; FDR 3.22×10 ^-14^) and vascular development (GO:0001944; 1.82×10 ^-11^), the latter including negative regulators of angiogenesis such as *Mmrn2* and promoters of angiogenesis such as *Vegfa* ( Figure 5D). These data are consistent with the notion that the well documented changes in vasculature associated with murine infection ^9^ also occur during hamster infection.

Amongst DE genes upregulated only in infected hamsters, GO pathways related to negative regulation (e.g. GO: 0048519; FDR 1.13×10 ^-7^) and immune system processes (e.g. GO:0002376; FDR 2.1×10 ^-7^) predominated, again forming significant clustering in the dataset ( Figure 5E). Most notable amongst the top 25 up regulated genes were *Ido1*, a potent negative regulator of immune responses (245-fold upregulated) and *Arg1*, associated with Th2-associated cytokines (36-fold upregulated). Surprisingly, *Il10* was not upregulated in splenic tissue. In contrast, DE genes downregulated in hamsters only related to morphogenesis and organismal processes (e.g. GO:0051239: FDR 5.78×10 ^-9^), complexes of collagen trimers (GO:0098644; FDR 3.4×10 ^-11^), drug metabolism (KEGG:00983; FDR 7.94×10 ^-8^) and serine proteases, trypsin domain (IPR001254; FDR 0.00741). Of the top 25 down-regulated genes, 10 encoded amylase or amylase precursor proteins and 10 have serine peptidase activity ( Table S3).

Amongst DE genes upregulated only in murine infection, genes associated with GO terms related to host defence and immune response again predominated (e.g. GO:0006955; FDR 2.03×10 ^-10^; GO:0006952; FDR 4.96×10 ^-10^). Notable amongst the top 25 upregulated genes were *Ptgs2* (or Cox-2), a key enzyme in the pathway leading to prostaglandin synthesis (124-fold upregulated), *Tff1*, associated with chronic inflammation (75-fold upregulated), *Ctsg*, thought to promote excessive inflammation (33-fold upregulated) and the neutrophil related proteins *Lcn2* and *Ngp* (19.7 and 24.3-fold upregulated respectively). 

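*Ptgs2* was at 0.03 ± 0.21 (SD, n = 5) in infected spleens at d36 p.i. and at -7.04 ± 0.45 (SD, n = 5) in naïve 36, where no array read it well above background, so the change was at least 37.7-fold (limma adjusted p = 6.15e-08). For such genes the limit takes, on each naïve array, the higher of the gene's own signal and the lowest signal among probes well above background. *Tff1* was likewise not well above background in naïve 36, and rose at least 16.8-fold (adjusted p = 4.22e-07). *Ctsg* rose 33.3-fold (Log2FC 5.06, standard error 0.23, adjusted p = 4.63e-07), *Lcn2* 19.7-fold (4.30, standard error 0.25, adjusted p = 2.23e-06) and *Ngp* 24.2-fold (4.60, standard error 0.20, adjusted p = 4.53e-07).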

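*Cd27* had a Log2FC of -0.91 in the spleen at d36 p.i. (standard error 0.20, limma adjusted p = 0.00761), a 1.88-fold decrease that passed the adjusted p but not the 2-fold threshold, and was called in 2 of 10 fits that each left out an array. *Cd207*, which encodes langerin, had a Log2FC of -4.52 (standard error 0.21, adjusted p = 4.63e-07), a 22.9-fold decrease. *Scn3a*, as the mean over its probes, was not well above background in infected mice and was at least 2.79-fold lower (adjusted p = 2.55e-05). Its 3 probes ranged in Log2FC from -4.84 to 0.22, with 2 of them called down-regulated. *Cd209c*, as the mean over its probes, had a Log2FC of -1.43 (standard error 0.25, adjusted p = 0.00211), a 2.69-fold decrease, with 2 of 5 infected arrays well above background; its probe with the highest mean gave 8.95-fold. *Il22ra2* decreased 12.7-fold (Log2FC -3.67, standard error 0.22, adjusted p = 2.49e-06).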

Notable in the top 25 downregulated genes were *Cd27* (langerin; 23-fold downregulated), the sodium voltage gated channel encoding *Scn3a* (18-fold down regulated), *Cd209c* (SIGNR2; 9-fold), and *Il22ra2*, a soluble receptor that inhibits IL-22 activity (12.7-fold).

Finally, given its importance to the host response to infection, we examined the status of macrophage activation, and observed a good degree of concordance for M1-associated transcripts (as described in Figure 6 of 41) between hamster and mouse (55% of genes, including *Ccl2*, *Cxcl9*, *Cxcl10*, *Ifng*, *Irf1*, *Irf7*, *Irg1*, *Socs3*, *Stat1 and Ccr7*). In contrast, M2-associated genes were less commonly regulated in mouse compared to hamster spleen (23% of genes listed in Figure 7 of 41, including *Ccl2*, *Cd209a*, *Cebpb*, *Chi3l1*, and *Il1rn*). These data are in accord with the above analysis indicating an enhanced Th-2 type inflammation in hamster compared to murine EVL.

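Of the M1-associated genes named in the paper, those given here were up-regulated in mouse spleen at d36 p.i., apart from *Ccr7*, which was lower than in naïve 36 with a Log2FC of -1.52 (limma adjusted p = 0.000484). *Irg1*, which current annotation lists as *Acod1*, changed most, with a Log2FC of 7.49 (standard error 0.14, adjusted p = 2.39e-09). The Log2FC was 4.06 for *Cxcl9* (adjusted p = 4.63e-07), 3.67 for *Ccl2* (1.27e-06), 2.32 for *Cxcl10* (6.52e-07), 1.99 for *Socs3* (6.35e-06) and 1.52 for *Irf1* (0.000705). *Irf7* passed narrowly, with a Log2FC of 1.02 (adjusted p = 0.00165) and a call in 6 of 10 fits that each left out an array. Other genes of the published M1 list and the hamster values are not given.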

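Of the M2-associated genes named in the paper other than *Ccl2*, *Cd209a* was down-regulated in mouse spleen at d36 p.i., with a Log2FC of -2.43 (standard error 0.16, limma adjusted p = 4.12e-06). *Chi3l1*, which current annotation lists as *Chil1*, had a Log2FC of 3.83 (standard error 0.15, adjusted p = 2.68e-07) and *Cebpb* of 1.96 (standard error 0.12, adjusted p = 2.49e-06). *Il1rn* was not well above background in naïve 36 and rose at least 5.78-fold (adjusted p = 1.89e-05). The remaining genes of the published M2 list were not analysed here.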

**Figure 6.**
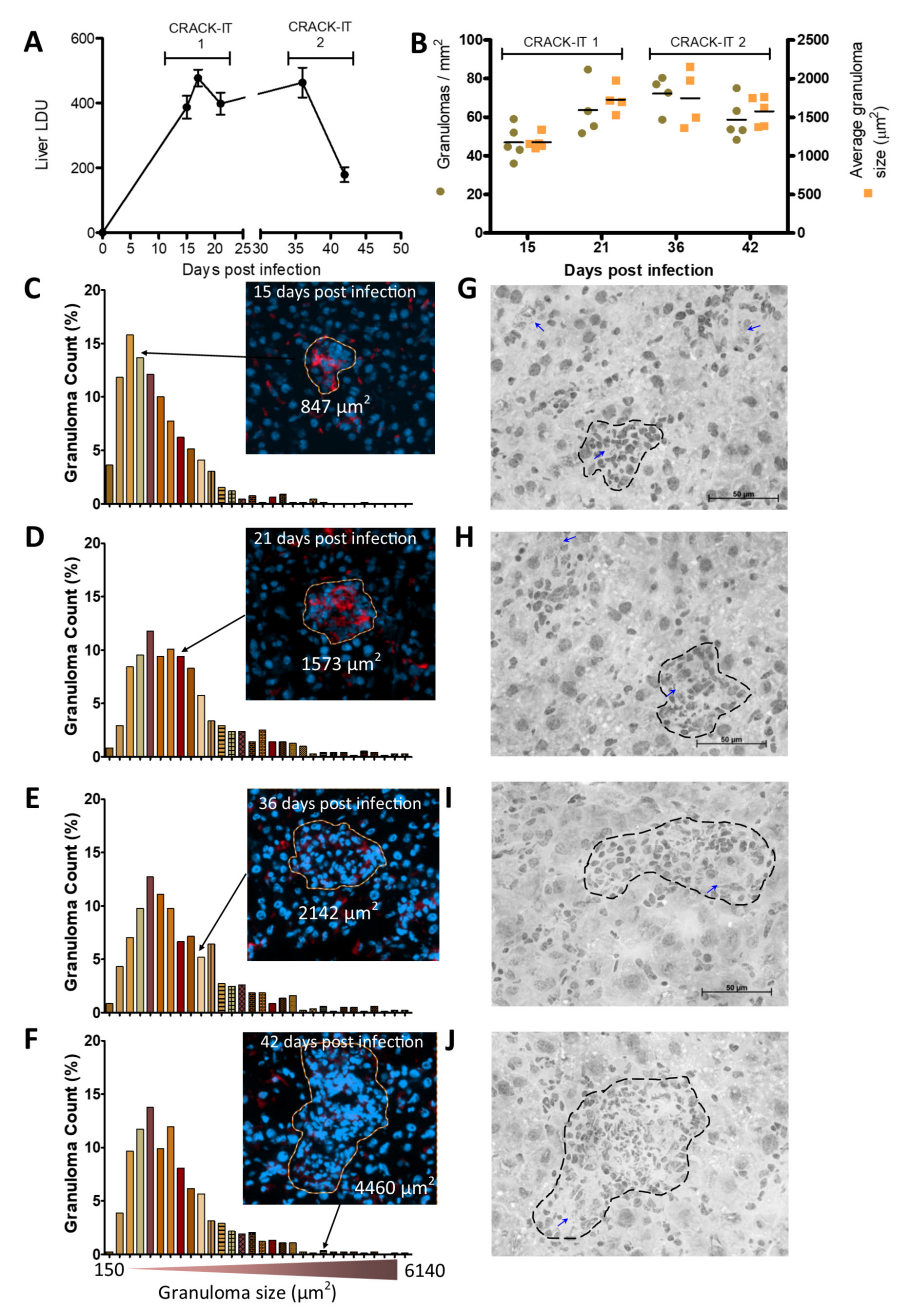
Hepatic response to *L. donovani* infection. Livers from BALB/c mice infected with *L. donovani* were removed at 15-, 17-, 21-, 36- and 42-days post infection. **A**. Parasite burdens were determined from impression smears and are represented as mean LDUs ± SEM. **B**. Granuloma density (mm ^2^; green dots) and average granuloma size (µm ^2^; yellow squares) are shown per mouse and with group mean. **C**– **F**. Distribution plot of granuloma size (ranging from 150 µm ^2 ^to 6140 µm ^2^) for 15, 21, 36 and 42 days p.i. respectively. Inset shows representative granulomas identified using TissueQuest, with F4/80 staining (red) and attributed size in µm ^2^. **G**– **J**. Granuloma morphology at 15, 21, 36 and 42 days p.i. respectively. H&E x40 magnification; scale bars 50 µm. Blue arrows indicate amastigote clusters. Dashed line denotes granuloma perimeter.

**Figure 7.**
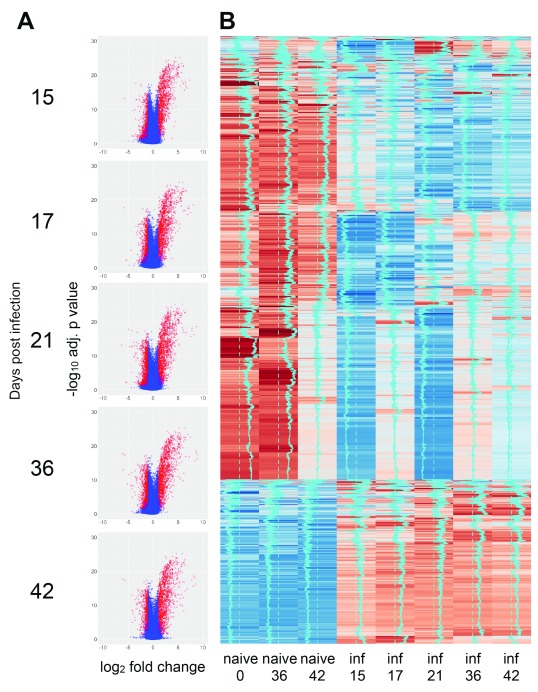
Transcriptomic profiling of hepatic response to *L. donovani* infection in BALB/c mice. **A**. Volcano plots showing DE probes at each time point of infection (relative to matched naïve control mice). Data are shown as Log2 FC in expression against Log10 adjusted p value. **B**. Heat map of probe expression intensity across time series. Data are pooled for n=5 mice per group for clarity. Vertical blue trace indicates mean intensity signal. Sample “naïve 0” was used to calculate DE genes for days 15, 17 and 21 p.i. Samples “naïve 36” and “naïve 42” were used to calculate DE genes for their respective time points p.i.

### Hepatic response to *L. donovani* infection in BALB/c mice

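Livers of the same infection cohorts were profiled on the array type used for the spleen, with 13 naïve and 25 infected mice analysed here. Naïve 0 had 4 livers and each infected group 5, with 5 livers in naïve 36 and 4 in naïve 42. The array titled as d17 replicate 5 again carries 21 days in its other labels and was counted with d17. Intensities deposited by the authors were processed as for the spleen, and each infected group was set against its matched naïve group by limma. Liver arrays were dimmer than spleen arrays, with a 75th percentile of 111 to 761 intensity units (median 269.5) and group medians between 199.9 in naïve 36 and 582 at d15 p.i. A median of 55.6% of probes lay well above background (range 47.05 to 69.4%), 22230 probes did so on every liver array and 7158 on none. Across all probes the median Log2FC lay between -0.42 and -0.18, and another scaling moved it by up to 0.43, so that rises and falls are relative to the array as a whole. Naïve 0, d15 and d17 livers shared a scan run. The d21 livers were scanned in a run without naïve mice, where scan run and infection cannot be told apart. For 2 of the infected d42 livers the authors' normalized values match each other's intensities, which leaves group means unaffected.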

We adopted a similar approach to examine transcriptional changes in the liver of *L. donovani* infected mice, where the process of granulomatous inflammation has been well-characterised at the histological level ^13, 49, 50^. In contrast to the persistent parasite burden observed in the chronically infected spleen, parasite burden was significantly reduced in the liver by d42 p.i. ( Figure 6A). This was commensurate with the development and maturation of host protective granulomas, as indicated by quantitative morphometric analysis of granuloma number and area ( Figure 6B–F) and through observation of H&E stained sections ( Figure 6G–J).

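Across the comparisons of infected with matched naïve livers, 16442 probes (7473 annotated genes) were DE at 1 or more time points by limma. DE probes numbered 4083 at d15, 4872 at d17, 11803 at d21, 5780 at d36 and 4279 at d42 p.i. Every time point shared 1661 up-regulated and 234 down-regulated probes, and 40 probes were DE in opposite directions at different times. The total moved most when probes were limited to those well above background on every array of a group, which gave 8391. Leaving out single arrays moved the d15 count to between 2739 (without naïve 0 replicate 3) and 12066 (without infected replicate 2). Between naïve livers, 40 probes differed for naïve 36 against naïve 0 (38 higher, 2 lower), 2 for naïve 42 against naïve 0 and 0 for naïve 42 against naïve 36 by limma, where 4794 had an unadjusted p under 0.05. Leaving out any array of naïve 36 or naïve 0 brought the 40 probes to 0.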

In the infected liver, 16192 probes were scored as DE (>2 FC, 5% FDR) for at least one time point ( Figure 7 and Table S4). As seen in volcano plots ( Figure 7A vs Figure 2A) there was a tendency towards greater fold changes in mRNA accumulation compared to spleen with a bias towards up-regulated genes.

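The Log2FC of DE probes in the liver ranged from -5.74 to 8.23 at d15 p.i., from -5.78 to 9.32 at d17, from -6.29 to 8.66 at d21, from -7.28 to 9.61 at d36 and from -6.06 to 8.42 at d42. Up-regulated probes made up 52.7% of DE probes at d15, 52.3% at d17, 28.8% at d21, 47.7% at d36 and 66.4% at d42, or 2150, 2547, 3399, 2756 and 2841 probes. At d21, 25.7% of the 8404 down-regulated probes were well above background on all arrays of the infected or of the naïve group. After quantile normalization the share up-regulated was 72.0, 64.3, 66.7 and 71.6% at d17, d21, d36 and d42. Normexp background correction gave 4.7, 63.1, 55.3 and 62.6% at d15, d17, d21 and d36, and the percentile over detected probes, chosen after seeing the data, 71.8, 63.2, 67.9 and 85.4% from d17 to d42. Leaving out single arrays moved the share at d17 to between 52.2 and 60.9%.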

By GSEA, we identified 20–24 hallmark gene sets that were associated with infection over the time course of infection (using a conservative threshold of 5% FDR); these enriched gene sets showed a high level of concordance and included allograft rejection, inflammatory response, IFNγ and IFNα signalling, TNF- , IL-2- and IL-6-related signalling pathways, pathways related to cell cycle, apoptosis, and complement Several were also found associated with the response to infection in the spleen ( Table 1 and Figure 8). 

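Of the 36 Reactome sets, 23, 26, 23, 23 and 21 passed an adjusted p of 0.05 by camera in the liver at d15, d17, d21, d36 and d42 p.i., of which 17, 18, 17, 16 and 13 were up-regulated. Sets up-regulated at every time point numbered 12, and included interferon gamma and interferon alpha/beta signalling, Toll-like receptor cascades, signalling by interleukins, interleukin-2 signalling, chemokine receptors, T cell receptor signalling and MHC class II antigen presentation. Mitotic cell cycle, DNA replication and apoptosis were up-regulated at 4 time points each, G2/M checkpoints at 3 and complement at 2. Respiratory electron transport, mitochondrial fatty acid beta-oxidation, mTOR signalling, the PI3K cascade and phase 1 metabolism were down-regulated at all 5. Under fry 18, 25, 22, 21 and 21 of the called sets passed too, and with an estimated inter-gene correlation 3, 12, 11, 7 and 1.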

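In the liver, extracellular matrix organization was up-regulated by camera at all 5 time points (adjusted p = 0.00112 at d15 and 0.000564 at d36 p.i.), whereas in the spleen this set was down-regulated at 4 of 5. Signalling by VEGF, a set for angiogenesis, was up-regulated in the liver at all 5 time points (adjusted p = 0.00224 at d15 and 0.00214 at d36) and passed at none in the spleen. The gene *Vegfa* itself was lower in the infected liver, with a Log2FC of its 2 probes between -1.76 and -0.93 over these times. At each time 1 or 2 of these probes were called down-regulated, so the rise of the set does not show more of this ligand. Signalling by NOTCH passed camera at no time in the liver, with an adjusted p of 0.748 at d15 and 0.264 at d36 (fry called it down-regulated at d42, adjusted p = 0.0221), and was down-regulated at 3 time points in the spleen. Cell-cell junction organization was likewise not called in the liver by camera (adjusted p between 0.37 and 0.921), whereas fry called it down-regulated there at all 5 time points (adjusted p between 0.000216 and 0.00301), and was down-regulated at 4 time points in the spleen. Collagen formation passed at none in the liver (adjusted p = 0.0568 at d42). Sets were compared between tissues by their calls, and the difference between tissues was not tested for sets.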

There was, however, liver-specific enrichment for hallmark gene sets representing regulation of *Kras* signalling, epithelial and mesenchyme transition, angiogenesis, notch signalling and apical junction and apical surface. The latter are likely to reflect underlying changes in hepatocytes, which although not grossly abnormal in structure in H&E sections, may nevertheless have an important role in liver pathophysiology during disease ^51^.

**Figure 8.**
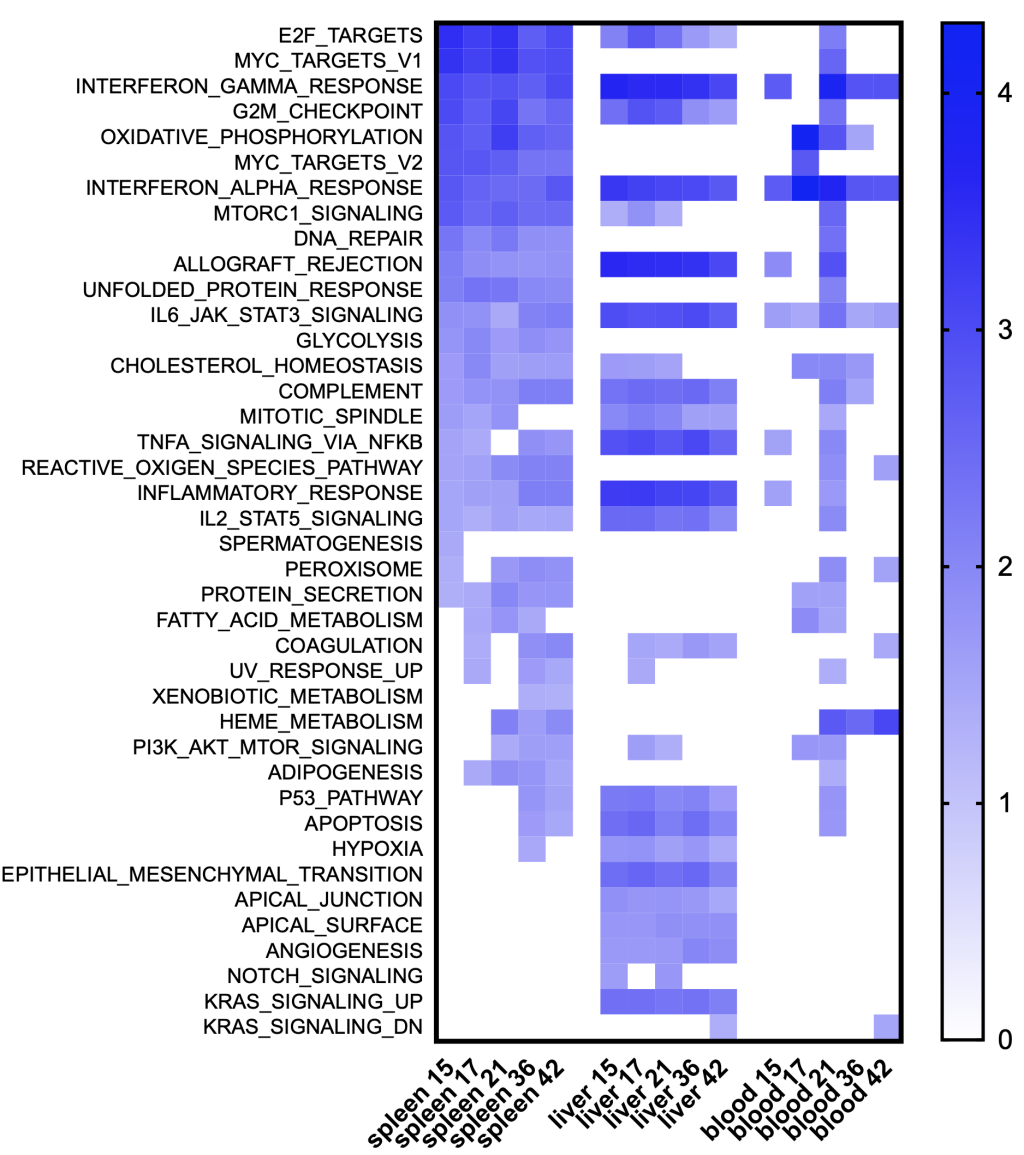
Comparison between hepatic and splenic responses to *L. donovani* by GSEA. Data were subjected to GSEA with reference to MSigDB Hallmark gene sets and normalized enrichment score (NES) over time is shown as a heat map for significant gene sets enriched in liver spleen and blood at the state time points.

mRNA accumulation for genes associated with cytokines, chemokines and their associated receptors were also compared over time ( Figure 9). 

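Among chemokine ligands, 28 of 34 measured genes were DE at some time in the liver and 17 in the spleen, with 16 in both. Chemokine receptors gave 14 of 19 in the liver and 11 in the spleen, with 8 in both. For interleukins and their receptors the numbers were 43 of 82 and 27, with 18 in both, and for the IFN, TNF and TGF families 26 of 63 and 12, with 9 in both. Genes DE only in the liver numbered 12, 6, 25 and 17 in these families and genes DE only in the spleen 1, 3, 9 and 3. Up-regulated receptors for chemokines reached 13 in the liver against 4 in the spleen, and 1 receptor was down-regulated in the liver. At all 5 time points 19 ligands, 10 chemokine receptors, 21 interleukin genes and 12 genes of the IFN, TNF and TGF families were up-regulated in the liver, against 7, 1, 3 and 1 in the spleen. The liver tally that moved most was that of chemokine receptors, with 9 DE after normexp background correction. A test of the difference between tissues, run gene by gene as an interaction in limma, found 3210 of 21406 genes with a different Log2FC in liver and spleen at d15, 4808 at d17, 5944 at d21, 7803 at d36 and 6813 at d42 p.i., of which 1803, 2401, 2410, 2703 and 2814 had the more positive change in the liver.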

In general, the breadth and intensity of response seen in the liver was greater than in the spleen, a result at least in part due to the greater change in cellular composition between resting and inflamed liver compared to resting and inflamed spleen. Nevertheless, it is also likely that some of the cytokine / cytokine receptor pathways that are more pronounced in the liver may reflect the self-cure phenotype associated with this organ. For example, at least at the level of mRNA abundance, IFNγ and IL-10 are not discriminatory between spleen and liver, whereas early increases in mRNA abundance for TNF and a broad range of TNF superfamily members appears liver specific. 

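*Ifng* had a Log2FC of 5.90 (limma adjusted p = 2.34e-06), 6.27 (1.56e-07), 6.30 (1.24e-07) and 6.26 (3.37e-07) in the liver at d15, d17, d21 and d42 p.i., with 1 of 4 naïve 0 livers well above background, and rose at least 62.9-fold at d36. Its change was larger in the liver than in the spleen by 3.82, 4.41, 3.13 and 2.78 on the log2 scale at d15, d17, d21 and d42 (interaction in limma, adjusted p between 1.44e-08 and 1.39e-05), and at d36, where the liver has only a limit, the spleen rose 11.0-fold. Naïve livers read *Ifng* at -4.05 or lower and naïve spleens at -1.39 or higher, relative to each array's 75th percentile. Infected livers lay higher than infected spleens at d17 (1.51 to 2.24 against 0.79 to 1.42). They lay lower at d36 (1.53 to 2.01 against 2.31 to 3.14) and d42, and overlapped with them at d15 and d21. *Il10* was not well above background in naïve livers and rose at least 3.26-fold at d15, 4.73-fold at d17, 2.45-fold at d21, 1.09-fold at d36 and 1.32-fold at d42. These limits lie below the rise of *Il10* in the spleen (4.01, 6.14, 3.38, 3.84 and 4.03-fold), so a larger rise in either tissue is not shown. *Tnf* was at 0.37 ± 0.18 (SD, n = 5) in infected livers at d15 and at -4.28 ± 0.50 (SD, n = 4) in naïve 0, where 1 of 4 arrays read it well above background, and its Log2FC was 4.65 at d15 (standard error 0.23, adjusted p = 3.27e-06), 4.37 at d17, 4.59 at d21, 5.26 at d36 and 5.01 at d42. For *Tnf* the difference between liver and spleen was 3.83, 3.61, 4.30, 4.06 and 3.68 (adjusted p between 4.04e-08 and 5.54e-06). Levels of *Tnf* in infected mice overlapped between the tissues at every time, with 0.11 to 0.61 in liver and 0.41 to 0.81 in spleen at d15. Naïve livers lay at -3.72 or lower and naïve spleens at -1.10 or higher. Of the 63 genes of the IFN, TNF and TGF families, 15, 15, 17, 19 and 19 were up-regulated in the liver from d15 to d42. The paper reasons from this pattern that some pathways more pronounced in the liver, such as early *Tnf*, may reflect self-cure in this organ, and that *Ifng* and *Il10* do not separate the organs.

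**Figure D3:**
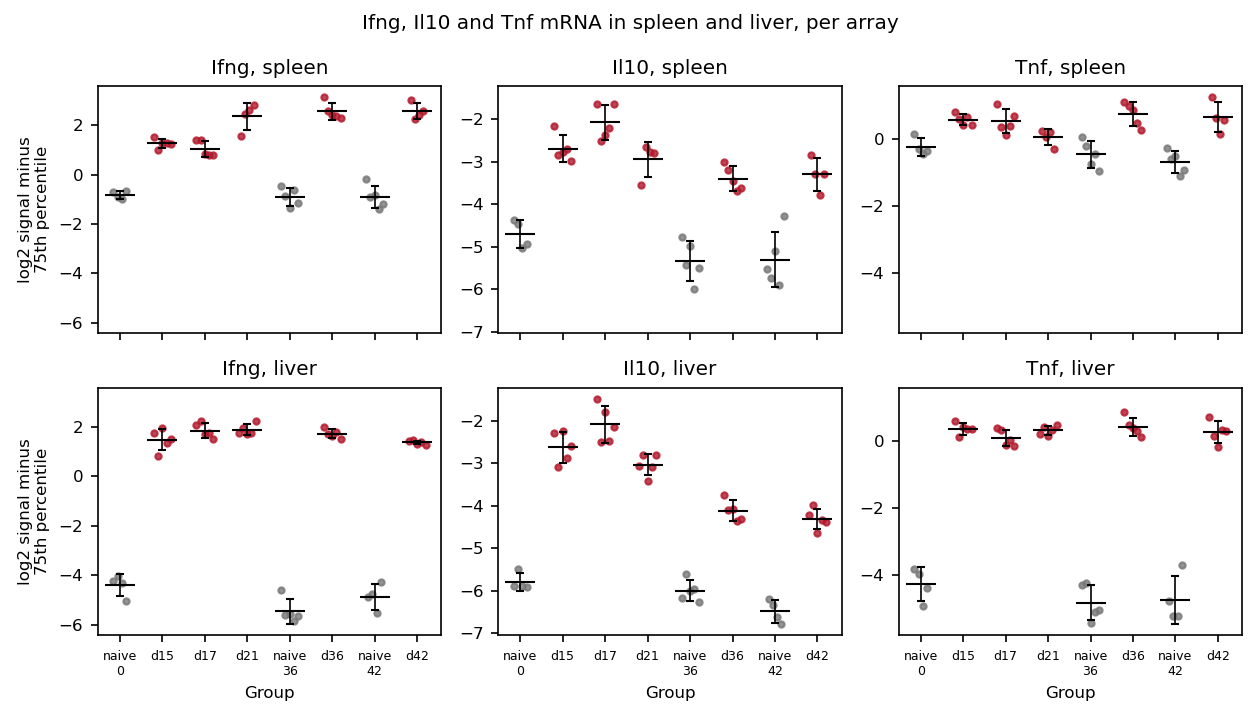
Log2 intensity of *Ifng*, *Il10* and *Tnf* relative to the array's 75th percentile in each spleen and liver (points), with the mean (bar) and SD (error bar) of each group of 4 or 5 mice. *Tnf* in the liver moves from -4.28 in naïve 0 to 0.37 at d15, and stays above naïve mice at every later time.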

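In the liver, 22, 11, 28 and 19 genes of the chemokine ligand, chemokine receptor, interleukin and IFN, TNF and TGF families were up-regulated at d36 p.i., and 23, 12, 23 and 19 at d42. Of the genes of these families up-regulated at some time in the liver, 18 of 23 ligands, 7 of 13 receptors, 18 of 30 interleukin genes and 14 of 22 genes of the IFN, TNF and TGF families had a higher Log2FC at d36 than at d42. The largest Log2FC over the time course fell at d36 for 7, 3, 11 and 11 of them and at d17 for 11, 2, 10 and 2. A direct comparison of the d36 and d42 effects in the liver by limma found 0 of 21406 genes different after adjustment, and 1736 with an unadjusted p under 0.05.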

Of note, for many cytokines and chemokines, day 36 represented the peak of the response in the liver, with reduced mRNA accumulation at day 42 associated with the reduction in parasite load seen at this time ( Figure 6).

**Figure 9.**
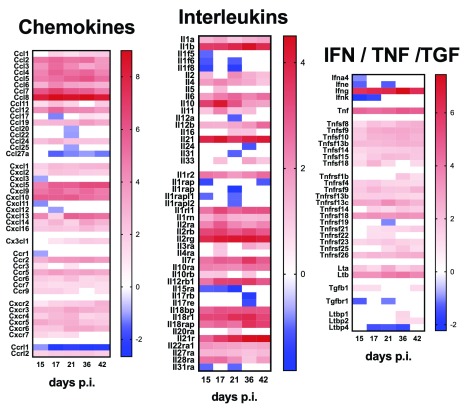
Cytokine and chemokine ligand and receptor gene expression in the liver of mice infected with *L. donovani*. **A**– **C**. Heat maps representing Log2 fold change in mRNA abundance for chemokines, interleukins and IFNγ / TNF family members and their receptors are shown. Only genes that were DE for at least one time point post infection are shown. Blue blocks represent down-regulated genes and red blocks indicate up-regulated genes. White blocks represent genes that were not significantly DE at a given time point.

Finally, we examined the expression of inhibitory receptors associated with T cell exhaustion ^5, 52, 53^, to determine whether expression at the whole tissue level provided any clues as to the rate of cure for *L. donovani* infection seen in these two organs ( Figure 10). Inhibitory receptors were more prominently associated with the hepatic response, again likely reflecting the more dramatic increase in relative T cell frequency in liver vs. spleen. 

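Of 9 immune checkpoint genes (*Lag3*, *Pdcd1*, *Ctla4*, *Cd160*, *Havcr2*, *Klrg1*, *Klra9*, *Ptger2* and *Ptger4*), 7, 9, 9, 7 and 6 had a larger Log2FC in the liver than in the spleen at d15, d17, d21, d36 and d42 p.i. by the interaction in limma, and 0 a smaller one. Over the 9 genes the median difference between liver and spleen was 2.10, 2.65, 2.34, 2.11 and 2.45 on the log2 scale. For 11 T cell genes fixed as a list beforehand it was 3.15, 3.92, 3.89, 4.26 and 4.03. *Klrg1* was not well above background in naïve livers and rose at least 6.34-fold at d15 and at least 8.53-fold at d21. *Klra9* had a Log2FC of 2.73 at d15 (standard error 0.37, adjusted p = 0.000782) and 2.77 at d36 (0.14, adjusted p = 1.37e-07) in the liver. *Ctla4* in the liver rose at least 3.08-fold at d17, was not DE at d36 (0.70, adjusted p = 0.306), and after normexp background correction read -0.54, -0.02 and -0.12 at d15, d21 and d42. The paper reasons that the stronger association with the liver likely reflects the greater rise in T cell frequency there.

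**Figure D4:**
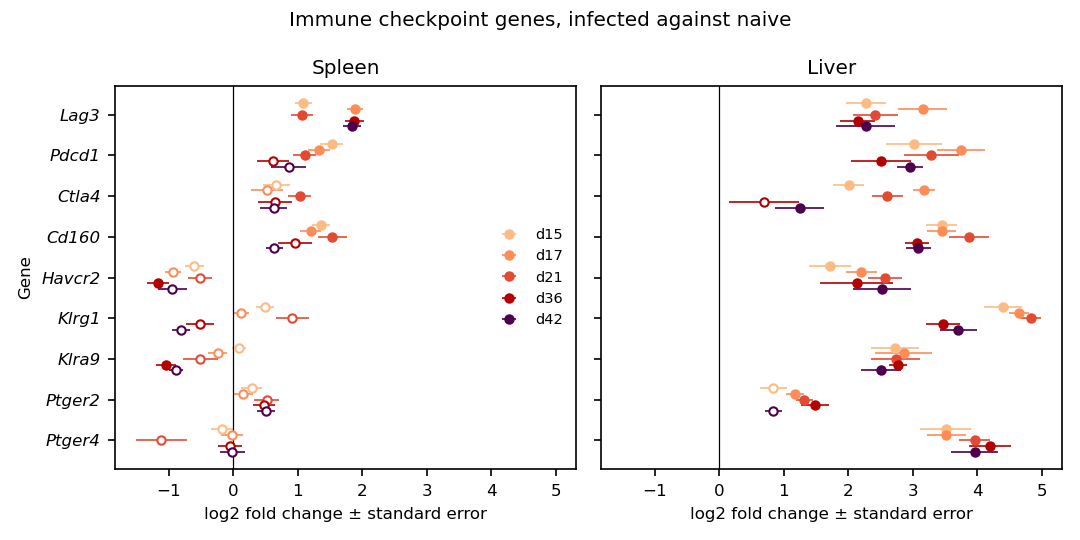
Log2FC of 9 immune checkpoint genes in spleen (left) and liver (right) against matched naïve mice, with the standard error as error bar and a colour per time p.i.; filled points passed the threshold (limma, adjusted p under 0.05 and at least 2-fold) and open points did not. *Lag3* is filled at all 5 times in both tissues, and *Havcr2* lies below 0 in the spleen (-1.17 at d36) and above 0 in the liver (2.13 at d36).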

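In the spleen *Lag3* had a Log2FC of 1.09 at d15 (limma adjusted p = 0.0027), 1.89 at d17 (6.29e-05), 1.07 at d21 (0.00504), 1.88 at d36 (1.74e-05) and 1.84 at d42 p.i. (7.95e-05), with standard errors from 0.12 to 0.17. At d42 it was at 0.88 ± 0.08 (SD, n = 4) in infected and -0.97 ± 0.25 (SD, n = 5) in naïve spleens. The d21 call held in 7 of 8 fits that each left out an array. *Pdcd1* passed at d15 (1.53), d17 (1.33) and d21 (1.11) but not at d36 (0.62, adjusted p = 0.1) or d42 (0.86, adjusted p = 0.0452), *Cd160* passed at d15 (1.36), d17 (1.20) and d21 (1.54) but not at d36 (0.96) or d42 (0.64), and *Ctla4* passed at d21 alone (1.03, adjusted p = 0.00754). *Havcr2* (adjusted p = 0.00066) and *Klra9* (-1.04, adjusted p = 0.000639) were down-regulated at d36. *Klrg1*, *Ptger2* and *Ptger4* were called at no time, with *Ptger4* at -1.11 at d21 (adjusted p = 0.081).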

In spleen, *Lag3* was the only inhibitory receptor that remained elevated over the entire course of infection. Of note, similar to mouse spleen, *Lag3* was also significantly upregulated in hamster spleen whereas *Havcr2* (Tim-3) was also significantly down-regulated ( Table S3).

**Figure 10.**
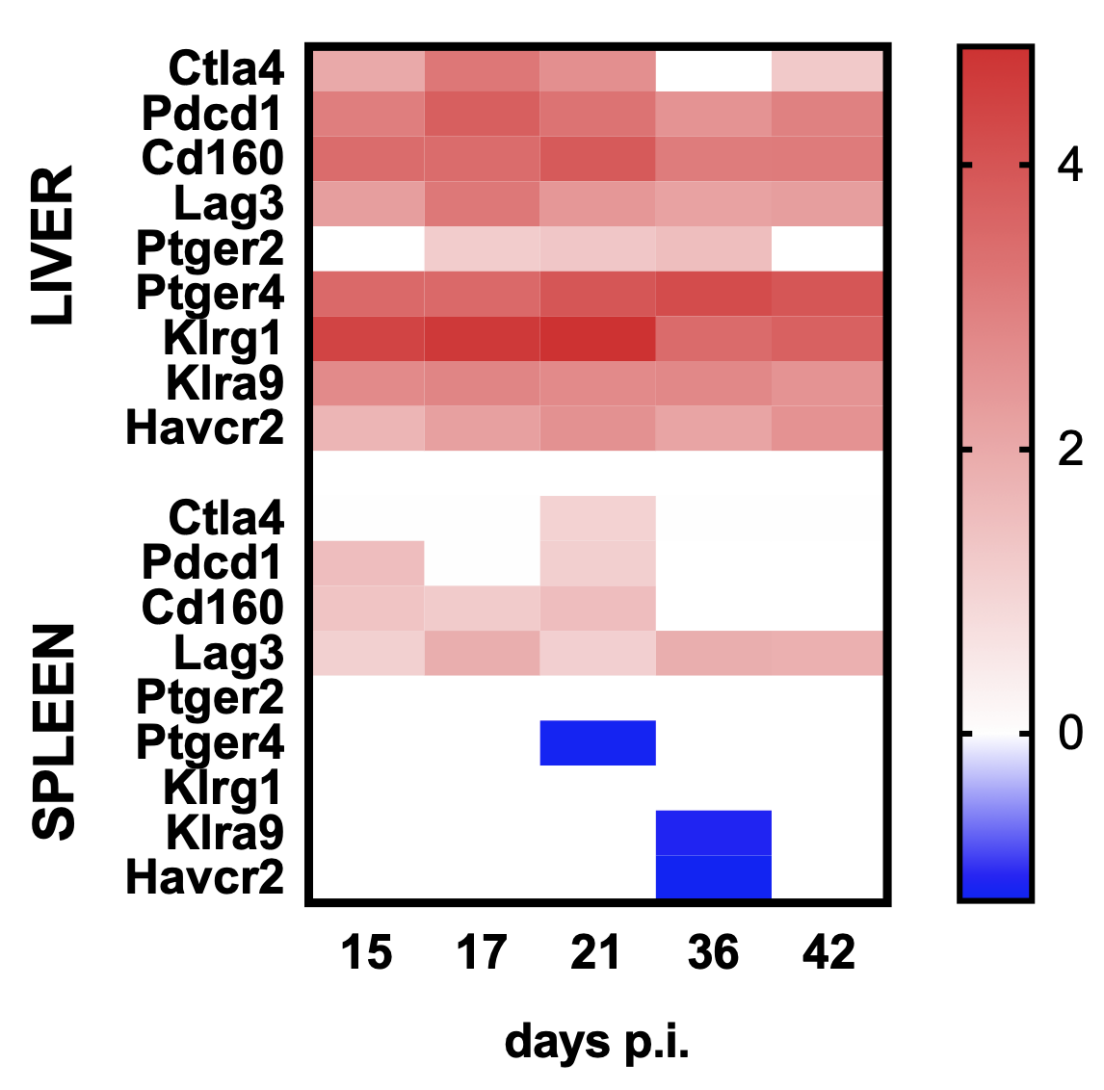
Expression of immune checkpoint genes in the spleen and liver of mice infected with *L. donovani.* Heat map representing Log2 fold change in mRNA abundance for immune checkpoint genes in spleen and liver of *L. donovani*-infected BALB/c mice. Only genes that were DE for at least one time point and at least one organ are shown. Blue blocks represent down-regulated genes and red blocks indicate up-regulated genes. White blocks represent genes that were not significantly DE at a given time point.

### Whole blood transcriptional response to *L. donovani* infection.

As whole blood is the most accessible target tissue for transcriptomic profiling in humans and previous work had suggested that whole blood signatures might be useful avatars of the systemic response, we compared the response between spleen, liver and blood. 

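Whole blood was profiled on the same arrays in 13 naïve and 23 infected mice, with 4 mice in naïve 0, 5, 4 and 4 at d15, d17 and d21 p.i., 5 infected and 4 naïve mice at d36 and 5 of each at d42. A further blood array, titled as d17 replicate 5 and given 21 days in its other labels, could be placed at neither time and was left out of every group. Processing followed that of the spleen, from the intensities deposited by the authors to limma on infected against matched naïve mice. Blood gave the dimmest arrays, with a 75th percentile of 18.5 to 139.7 intensity units (median 44.2) and group medians from 24.8 in naïve 36 to 101 at d15. A median of 40.6% of probes lay well above background (range 30.5 to 81.2%), and 11986 probes did so on every blood array, which limits what can be measured for transcripts of low abundance. Across all probes the median Log2FC ranged from -0.65 to 0.52, and another scaling moved it by up to 0.60. Naïve 0 and d15 bloods were spread over a pair of scan runs, the d17 and d21 bloods lay in the former of these, and all bloods of CRACK-IT_2 shared another run.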

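In blood, 2 probes were DE at d15, 7 at d17, 17 at d21, 792 at d36 and 5396 at d42 p.i. by limma, and 5556 probes (3123 annotated genes) at 1 or more of these times. Probes with an unadjusted p under 0.05 numbered 3937, 14868, 3322, 7434 and 19505. At d36, 440 probes were up-regulated and 352 down-regulated, with a Log2FC from -3.26 to 6.19, and at d42 2489 and 2907, with a Log2FC from -3.28 to 6.68. The share up-regulated was 55.6% at d36, or 82.8% after normexp background correction, and 46.1% at d42, or 16.2% with the percentile over detected probes. With the slide or scan run as a block, 2, 10 and 93 probes were DE at d17, d21 and d36, and 79.6% of those at d36 were up-regulated. The total over all times moved most when the 2-fold threshold was applied without a test, a setting chosen after seeing the data, which gave 35240 probes, and next under normexp background correction, which gave 900. Single arrays weighed heavily, since d17 had 8680 DE probes without naïve 0 replicate 4, d36 had 301 without naïve 36 replicate 1 and 1438 without naïve 36 replicate 5, and d42 had 3749 without infected replicate 5 and 12724 without naïve 42 replicate 1. Without naïve 0 replicate 4 the total was 14073 probes (6253 genes).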

26,836 probes (12348 annotated genes) were identified as DE (FDR 0.05, FC2) in at least one time point ( Table S5). 

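The 36 Reactome sets were ranked in each tissue by the z value of camera, and compared between tissues at each time p.i. across sets, which are not independent replicates. Pearson's r between blood and spleen was 0.47 at d15, 0.76 at d17, 0.70 at d21, 0.28 at d36 and -0.13 at d42, and Spearman's rho 0.55, 0.72, 0.64, 0.28 and -0.11. Between blood and liver r was 0.31, 0.42, 0.39, 0.03 and -0.01, and rho 0.17, 0.50, 0.42, 0.03 and -0.06. Leaving out single arrays moved rho between blood and spleen at d15 to between 0.07 and 0.66. Across 21406 genes, r of the Log2FC with spleen was 0.00, 0.29, 0.33, 0.26 and 0.17, and with liver 0.01, 0.34, 0.33, 0.03 and 0.03. Blood had 1, 27, 24, 6 and 11 sets past the threshold at these times, of which fry also called 0, 0, 0, 3 and 2 and an estimated inter-gene correlation 0, and the interferon gamma set was the only one up-regulated at all times. At d15, d17 and d21 the comparisons of a tissue share their naïve mice, and r between the d15 and d17 Log2FC was 0.79 in spleen, 0.90 in liver and -0.04 in blood. Simulated groups without change, set against a shared simulated control with noise independent between genes, gave 0.56, 0.55 and 0.53.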

By GSEA blood was, not surprisingly, more similar to spleen than liver ( Figure 8). We next took advantage of a recently published whole blood transcriptomic analysis ^39^ to compare responses across murine EVL and human VL. Using day 36-infected mice as a comparator, our results suggest a high divergence in whole blood response between EVL and human VL ( Figure 11).

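Of the mice, 176 genes were up-regulated and 143 down-regulated in blood at d36 p.i. past a Log2FC of 1.5 (limma, adjusted p under 0.05, 5 infected against 4 naïve mice). At a fold change of 1.5 the numbers were 386 and 394. Leaving out naïve 36 replicate 1 left 64 down-regulated genes and leaving out naïve 36 replicate 5 gave 290. Human blood was not analysed here.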

**Figure 11.**
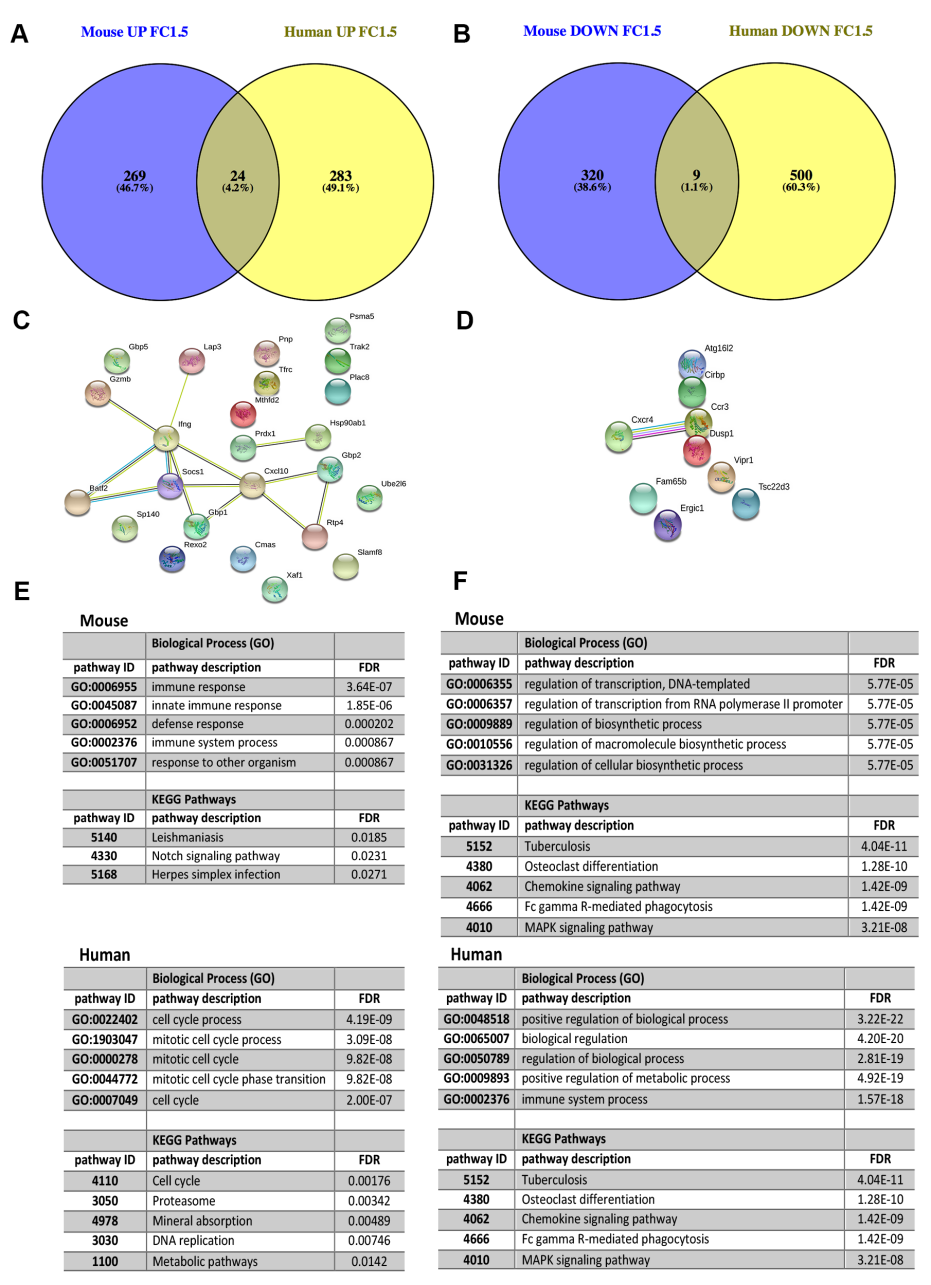
Comparison of whole blood transcriptome in murine EVL and human VL. **A** and **B**. Murine whole blood data from day 36 p.i. was re-analysed with a cut off of log2FC= 1.5 to make comparable with the human data presented in 39. Venn diagram indicates a minimal overlap between DE genes that are up regulated ( **A**) and down-regulated ( **B**) during infection. **C** and **D**. STRING analysis of the common up-regulated ( **C**) and down-regulated ( **D**) genes. **E** and **F**. Most significant (by FDR) GO terms and Kegg pathways associated with mouse and human specific up-regulated ( **E**) and down-regulated ( **F**) genes, generated by STRING.

### Identification of common response signature in spleen, liver and blood during murine *L. donovani* infection

Finally, we asked whether it was possible to identify a common response signature found in all tissues that might act as a biomarker of infection and which, when measured in blood might reflect or predict systemic disease. When analysed for genes that were DE at all time points in all tissues, we did not identify any genes that were significantly down regulated in expression. In contrast, 26 genes were consistently and significantly up-regulated across blood, spleen and liver at all times p.i in murine EVL ( Figure 12). These genes, of which 25/26 (96%) are interferon responsive, clustered in STRING analysis around 2 nodes ( *Cxcl9* and *Gbp1*: Figure 12B and C) and reflected a significant enrichment for GO TERMS including “cellular response to interferon-beta” (GO:0035458, FDR 7.19×10 ^-8^), “defence response to protozoans” (GO:0042832, FDR 7.22×10 ^-8^), “immune response” (GO:0006955, FDR 9.71×10 ^-8^), and symbiont containing vacuole” (GO:0020003, FDR 2.15×10 ^-9^). 

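With a gene called from the mean over its probes, 0 of 21406 genes were down-regulated in all 15 comparisons of spleen, liver and blood by limma. The count was also 0 when the 2-fold threshold was combined with an unadjusted p under 0.05, a setting chosen after seeing the data. In spleen and liver alone, 7 genes were down-regulated in all 10 comparisons.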

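In all 15 comparisons 4 genes were up-regulated, namely *Apol10a*, *Apol11b*, *Gbp2b* (the current name of *Gbp1*) and *Oasl2*. This count rests on the blood at d15, d17 and d21 p.i., where few genes passed after adjustment. In the 12 comparisons without these times 35 genes were up-regulated, which included 21 of the 24 signature genes of Figure 12B that could be measured here, and in spleen and liver alone 87 genes, again with 21 of the 24. All 24 had a positive Log2FC in every comparison and 20 were at least 2-fold higher in every comparison. Their median Log2FC was 1.77, 2.28, 2.31, 3.03 and 2.80 in spleen, 2.98, 3.39, 3.49, 4.04 and 3.57 in liver, and 2.20, 2.54, 2.90, 3.37 and 2.85 in blood from d15 to d42. These genes come from the paper's list, which was chosen on the same mice, so their direction here is not independent evidence. Among settings chosen beforehand, the methods' t-test and the replicate number as a block left 0 genes, and a single fit over all groups of a tissue gave most, 18. The thresholds of 2-fold without a test (22 genes) and of 2-fold with an unadjusted p (20 genes, 19 of them of the paper's list) were chosen after seeing the data. The count was 2 without blood naïve 0 replicate 3 and 5 without blood naïve 0 replicate 1. As the d15, d17 and d21 comparisons of a tissue share naïve mice, unchanged groups were simulated against a shared simulated control. They gave a median of 0 genes up-regulated at all 3 times, against 175 observed in spleen, 1272 in liver and 4 in blood. The simulated noise was independent between genes, so these draws cannot show what an odd naïve array would do. From the shared up-regulation, the paper proposes these genes as a common signature of infection in the tissues examined.

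**Figure D5:**
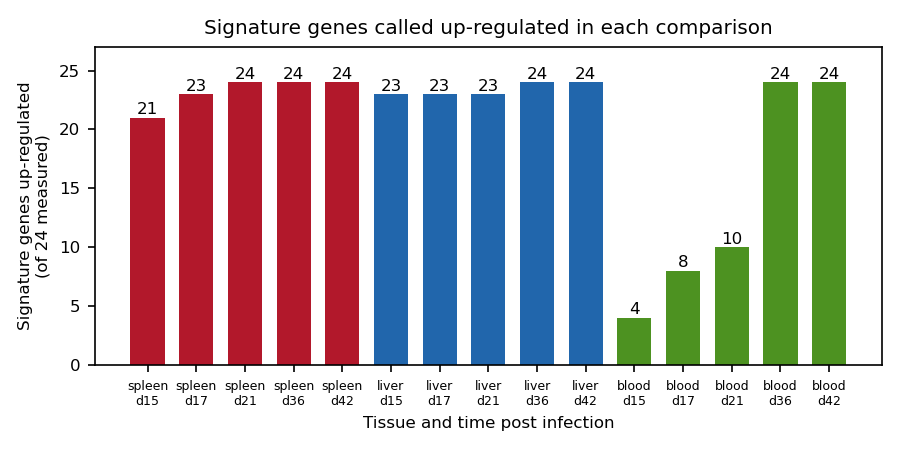
Number of the 24 measured signature genes of Figure 12B called up-regulated in each comparison (bars; limma, adjusted p under 0.05 and at least 2-fold, on the mean over a gene's probes). Bars reach 21 to 24 genes in spleen and 23 or 24 in liver at every time, and in blood 4 at d15, 8 at d17, 10 at d21 and 24 at d36 and d42.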

The gene set also contained 3 apolipoprotein L genes ( *Apol10a*, *Apol10b* and *Apol11b*) which are phylogenetically related amongst the 12 members of the murine Apolipoprotein L family ^54^. 

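*Apol10a* was up-regulated in all 15 comparisons, with a Log2FC between 2.52 in the liver at d17 and 6.68 in the blood at d42 p.i. In blood at d15 it was at 6.31 ± 0.51 (SD, n = 5) in infected and 1.73 ± 0.36 (SD, n = 4) in naïve mice (Log2FC 4.58, limma adjusted p = 0.00111). *Apol11b* was likewise up-regulated in all 15, with a Log2FC of up to 5.93 in blood at d42, and in the liver at d15, d17 and d21, where no naïve array read it well above background, it rose at least 3.24-fold, 3.41-fold and 6.12-fold; its call in blood at d15 (3.63, adjusted p = 0.0401) held in 2 of 9 fits that each left out an array. *Apol10b* passed in 12 comparisons, with a Log2FC between 1.90 and 5.15, and in blood was 1.94 at d15 (adjusted p = 0.682), 1.90 at d17 (0.0589) and 2.41 at d21 (0.103), at least 2-fold higher but not past the adjusted p.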

Of note, 19/26 (73%) genes in this signature were also upregulated in hamster spleen ( Figure 12B), whereas 6/26 (23%) were upregulated in human whole blood ^39^. 

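In mice, *Ifng* was up-regulated in 12 of 15 comparisons, with all of spleen and liver and blood at d36 (Log2FC 2.72, limma adjusted p = 0.0012) and d42 p.i. (2.14, adjusted p = 0.000849) among them, and was 2.36 in blood at d15 (adjusted p = 0.267). *Ms4a6d* passed in 12 comparisons, with a Log2FC from 1.44 to 4.01, and had an adjusted p of 0.682, 0.0689 and 0.0822 in blood at d15, d17 and d21. *Gbp2* passed in 14 (1.84 to 4.37), with blood at d15 the exception (2.14, adjusted p = 0.136) and its calls in blood at d17 and d21 holding in 1 of 8 and 3 of 8 fits that each left out an array. *Socs1* passed in 12 (1.29 to 5.70), and in blood at d15 was 1.60 (adjusted p = 0.682). *Wars* passed in 8 comparisons, with a Log2FC from 0.68 in blood at d15 to 1.92 in spleen at d36, and stayed under 2-fold in liver at d15 (0.81), d17 (0.99) and d21 (0.69). Of its 2 probes, 1 was up-regulated in liver at all 5 times (1.14, 1.53, 1.27, 1.94 and 1.58) and the other lay between 0.10 and 0.50, so the average over probes decides these calls. Hamster and human samples were not analysed here.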

Common to all data sets were genes encoding IFNγ, the CD20-like antigen membrane spanning 4-domains A6A (MS4A6A/ *Ms4a6d*), and the interferon-inducible genes guanylate binding protein 2 (GBP2/ *Gbp2*), suppressor of cytokine signalling (SOCS1/ *Socs1*) and tryptophanyl tRNA synthetase (WARS/ *Wars*).

**Figure 12.**
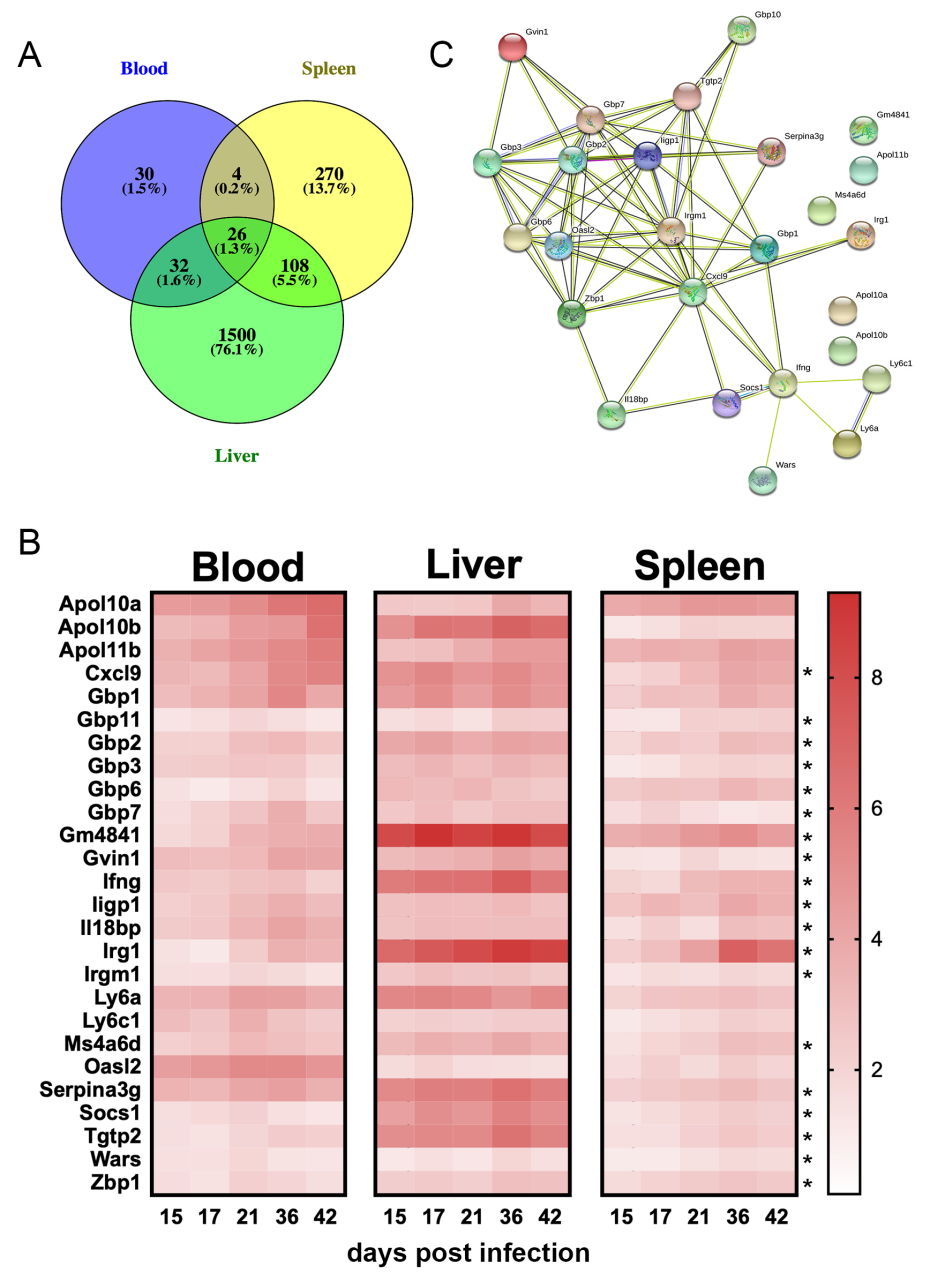
A 26-gene transcriptional signature is present in blood, spleen and liver throughout the course of *L. donovani* infection in BALB/c mice. **A**. Venn diagram showing relationship between genes consistently up-regulated across time in blood, spleen and liver. **B**. Heat map showing expression over time for the 26 gene signature in each tissue. Data are shown as Log2FC, indicated by the scale bar. Asterisks denote that genes were also upregulated in the spleen of hamsters infected for 28 days (data from 41.) **C**. STRING analysis of the 26-gene signature indicates two hub genes ( *Cxcl9* and *Gbp1*) forming a network that encompasses 21/26 (81%) of these genes.

## Discussion

The immune response to *L. donovani* infection has been extensively analysed using a wide array of technologies, including use of gene KO mice, advanced imaging techniques and cell/cytokine manipulations ^5, 8, 50, 55– 57^. Yet a comprehensive picture of the dynamic complexity of the host response has not previously been reported. Here, we provide data from a detailed transcriptional analysis of the response of BALB/c mice to *L. donovani* infection and compare this where possible to existing data sets from other species, including humans. This high-level overview of transcriptional changes associated with infection poses a number of important questions and provides an important additional data resource for the leishmaniasis research community.

BALB/c mice were chosen for this study due to their extensive use as an immunological model of infection and as a tool for the pre-clinical evaluation of drugs and vaccines ^58– 61^. In this and most other mouse strains on a *Slc11a1* (Nramp1) mutant background, such as C57BL/6, hepatic infection is self-resolving and associated with the development of granulomatous inflammation, whereas splenic parasite load persists, often for several months, accompanied by marked alterations to organ microarchitecture ^13^. We selected time points when hepatic and splenic parasite burden were increasing and also to reflect the time frame over which a dichotomy in host resistance becomes apparent in spleen and liver. Where possible, we have also mined existing data to look for similarities and/or differences in transcriptional response. Whilst these comparisons are informative, some degree of caution needs to be exerted on their interpretation. Platforms used for analysis of transcriptomic changes differ (Agilent gene arrays, Illumina Bead Chip arrays, RNA-Seq), with microarrays often having more limited dynamic range than RNA-Seq. For this reason, we have not attempted any quantitative comparison in expression levels across platforms. Rather, our comparisons are drawn on the basis of comparing DE gene lists generated using standard analysis and statistical tools suited for each platform. In addition, variables such as tissue parasite load and time of infection are difficult to standardise (particularly for human disease where the time of infection is usually unknown), and with the exception of our study, data is currently restricted in most species to a single tissue site. It should also be remembered that whether comparing between tissues in the same host or across species, lists of DE genes may reflect changes due to either alterations in gene expression pattern of individual cells or due to changes in tissue cell composition. Although in some cases our results were unexpected and showed dissimilarity between experimental models and human disease, this should not be taken as an argument against the value of research in such models. Rather, it stresses that once proof-of-concept has been achieved in a model, additional validation based on human data is essential. Furthermore, such human data may form the basis for selecting an appropriate pre-clinical model for the question at hand, or indeed for engineering more refined models of novel aspects of human disease.

Splenic histopathology of infected BALB/c mice, as expected, indicated extensive remodelling of the splenic architecture and the late onset of extramedullary haematopoiesis, similar to that seen in other mouse strains ^8^. Coincident with these changes, we observed transcriptional signatures associated with the activation of immune responses, angiogenesis and coagulation pathways. Interferon-related pathways were highly dominant. Approximately 13% of the identified DE genes were predicted to be downstream of IFNγ signalling and ~30% of all genes were scored as interferon inducible using the Interferome database ^46^. IPA identified two candidate negative regulators IL-10Ra and TRIM24. IL-10 signalling through IL-10Ra (CD210) is well recognised for its role in inhibiting immune clearance of *Leishmania* in mouse models and in humans ^1, 2, 7, 62– 64^, operating to directly regulate macrophage activation and also the function and development of IL-10 producing Th1 and Tr1 cells ^1, 63– 66^. Therapeutic interventions to target IL-10 mediated immune regulation in human VL have been posited ^67^. TRIM24 is a bromodomain-containing transcriptional regulator protein that has recently been the focus of attention as a regulator of STAT3 recruitment during oncogenesis ^68^ and as a positive regulator of Th2 cytokine production in Th2 cells ^69^. The predicted inhibition of TRIM24 would, therefore, be consistent with a dominant Th1 type immune response during murine EVL. TRIM24 is also observed as a target for inactivation during infection with lab-adapted H1N1influenza A virus ^70^ and has been shown to be targetable using novel heterobifunctional protein degraders ^71^, suggesting that pathways controlled by TRIM24 could be further manipulated in favour of host protection.

In contrast to the murine EVL model, data generated by Melby and colleagues suggests that the immune response in hamster EVL favours a more prominent Th2 like response ^40, 41^. In addition, their analysis also indicates that macrophages in hamster EVL are conditioned to respond to activation with the induction of a program of gene expression that favours amastigote growth, including *Arg1*, *Ido-1* and *Irg1* and associated with STAT3 activation ^41^. At the peak of splenic infection in our study (d36 p.i.), which we considered the best approximation of the hamster model that we could achieve based on the degree of pathology, we did not observe increased accumulation of *Ido1* in murine EVL and a comparison of signature M1 and M2 genes suggested that in murine EVL, M1 activation was favoured. 

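*Ido1* was not well above background on any spleen array, infected or naïve, at any time p.i., so a change was not detectable. *Nos2*, associated with M1 activation, had a Log2FC of 3.82 at d36 (standard error 0.21, limma adjusted p = 1.44e-06). *Arg1*, associated with M2 activation, had a Log2FC of 1.80 at d36 (standard error 0.39, adjusted p = 0.00764), with 3 of 5 naïve arrays well above background. It therefore passed the threshold in mouse spleen here, whereas the paper places *Arg1* among the genes that rose in infected hamsters only.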

At a tissue level, alternate regulators of inflammation such as *Ptsg2* and *Il-10* appeared to be favoured in murine EVL. Upregulation of *Ptsg2* (Cox2) is consistent with the enhanced production of prostaglandins in spleen cells from mice with *L. donovani* infection ^72^ and with the host protective effect of Cox2 inhibition *in vivo* ^73^.

There has been considerable recent interest in the potential for host-directed therapies in different forms of leishmaniasis ^4, 5, 67, 74– 77^. Of interest, therefore, is how well pre-clinical models may predict novel approaches applicable to human VL. Our analysis showing increased mRNA abundance for a variety of checkpoint inhibitors including CTLA4, PD1, LAG3 and others ( Figure 10) supports the notion that these may be candidates for the development of immunotherapy, along with key suppressive cytokines like IL-10. In the mouse, these checkpoint inhibitors (along with many cytokines, chemokines and their receptors) have a complex pattern of temporal and tissue-specific regulation which, together with the potential for cell migration between sites, makes predictions concerning the impact of immunotherapy challenging. Some of these checkpoint targets are equally represented in mouse and hamster spleen and human whole blood e.g. LAG3 and CTLA4, whereas others show species restricted regulation. For example, IDO-1 is up regulated in hamster spleen and human whole blood, but not in any mouse tissue examined. 

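*Ido1* was not well above background on any blood array, and in the liver on 1 of 5 infected arrays at d15 p.i. and on no other. Its mRNA was therefore below what these arrays detect in blood and on every liver array but that 1, and no fold change is given.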

Importantly, these diverse data as well as the clear dichotomy of expression at a tissue specific level, indicate the need to build a more comprehensive and uniform knowledge base regarding these pathways in different models and forms of human disease.

Analysis of whole blood has been a valuable tool for monitoring transcriptional changes associated with infection and even for predicting drug efficacy ^19^, but the relationship between transcriptomic changes in blood and tissue remains poorly understood. Pooling data across all tissues and time points, we were able to identify a 26-gene signature that was common to spleen, liver and blood during murine VL. 96% of these genes have been reported as interferon inducible, clearly indicating the dominant nature of interferon signalling during murine VL and that this common signature reflects disease in all organs/tissues studied. The value of defining signatures of this type might be to understand common pathways underlying inflammation or to provide new biomarkers that reflect the level of ongoing systemic disease that can be monitored in blood. We will further elaborate on the use of this signature to evaluate chemotherapy induced cure in murine VL in a subsequent manuscript (Forrester *et al.* manuscript in preparation). The clinical value of this signature is however questionable at this stage, given the lack of similarity between whole blood transcriptomic responses observed in our study and that of humans with VL in Brazil ^39^. In a similar study in acute melioidosis, 26.9% of genes were similarly regulated in murine and human infection ^21^. The reasons for this lack of similarity in VL are likely to be multiple, including the chronicity of infection, difference in pathogen ( *L. donovani* vs. *L. infantum*), specific characteristics of Brazilian VL compared to VL on other continents ^12^ or differing analytical methods. It would be informative, given the above discussion, to compare human whole blood from a greater range of patient populations with VL to better understand the extent of temporal and geographic diversity in the transcriptome of patients with VL. Likewise, data on hamster whole blood might help ascertain whether the blood transcriptome in this model more closely resembles that found during human disease.

Finally, a deeper understanding of subtleties of the immunopathology of leishmaniasis in different target tissues (e.g. granulomatous vs. non-granulomatous) and their relationship to gene transcriptional changes will require more in-depth analysis than that reported here, using new techniques to integrate image analysis with complex “omics” and other meta data. Such approaches are fuelling significant advances in precision medicine in other fields, notably cancer and neuroscience ^78– 80^, but have to date had limited application in the field of infectious disease. To facilitate the development of such approaches in leishmaniasis, we have generated a digital whole slide collection of the tissue sections generated in this study, stained with both H&E and markers to identify myeloid cells (F4/80 and 1A8). These are available via a new network designed to support the development of digital pathology in leishmaniasis ( www.leishpathnet.org), and improve transparency and data sharing. In addition, the data collected from the animals used in this study forms part of a larger program of work (the CRACK IT Virtual Infectious Diseases Research Challenge; https://crackit.org.uk/challenge-16-virtual-infectious-disease-research) that had the goal of generating an *in silico* model of the immune response during murine EVL, with the aim of reducing the number of animals required for basic research on immune regulation and for evaluating potentially novel therapeutic interventions ( www.leishsim.org). Future manuscripts from the CRACK IT program will extend the transcriptomic analysis presented here to include comparative studies with *L. infantum* infection, the response of *L. donovani*-infected BALB/c mice to chemotherapy, and the response to *L. donovani* infection in C57BL/6 (B6) and B6. *Rag1* ^-/-^ mice.

## Data availability

Microarray data is available via the Gene Expression Omnibus (Ascension number GSE113376: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113376).

**OSF: CRACKIT Virtual Infectious Diseases project.** Supplementary Table 1– Supplementary Table 5 (see information below in Supplementary material) and raw data for Figure 1A and B and Figure 6A–F are available, https://doi.org/10.17605/OSF.IO/9WSDK ^81^.

Data on OSF are available under the terms of the Creative Commons Zero "No rights reserved" data waiver (CC0 1.0 Public domain dedication).

Whole slide images and individual mouse metadata are available from www.leishpathnet.org (study designations CRACKIT-1 and CRACKIT-2). Requests for access to tissue samples from these studies will be accommodated where possible and subject to availability.

RNA-Seq data from a hamster model of VL is available from: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE91187

Blood transcription of human infection are available from: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77528

How the deposited data were processed for this re-analysis (not part of the article)

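Spleens, livers and whole blood of naïve and infected BALB/c mice were measured by the authors on 1-colour Agilent mouse arrays. There are 112 arrays, of which 111 could be placed in a group. Groups were taken from the sample labels and the paper's methods, with naïve 0 as the control of d15, d17 and d21 p.i., naïve 36 of d36 and naïve 42 of d42. In each tissue an array titled as d17 replicate 5 carries 21 days in its other labels. The spleen and liver arrays were counted as d17, and the blood array was left out of all groups. Hamster and human data were not analysed here. Group sizes, 4 or 5 mice each, and the signal in each tissue are given with the results of that tissue.

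The authors amplified and labelled RNA with Cy3, scanned the arrays, and deposited spot intensities that Feature Extraction had corrected for background, without normalization between arrays. Each file lists 62976 spots, of which 3671 are controls and 59305 hold 55681 probes. A probe has 1 spot (55249 probes), 2 spots (33) or 10 spots (399). Only 1 spot was saturated over all arrays. The authors also deposited log2 values, made by shifting each array to its 75th percentile and subtracting a constant per spot. After removal of that constant, these differed from the values computed here by at most 5e-08 in spleen and blood, and in the liver 36 arrays equalled their own file, while the columns of 2 infected d42 arrays matched each other's file.

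For the values reported here, the log2 intensity of each non-control spot was set against the array's 75th percentile, as the methods state. Spots with an outlier flag of the scanner software were left out and spots of the same probe averaged. A probe counts as well above background on an array when at least 0.5 of its spots are. Probes were matched to genes through RefSeq accessions, since the 3 annotation versions among the files give different accessions for 4685 spots. This matched 28403 probes to 21406 genes and left 27278 probes without a gene. A gene's value is the mean over its probes. Where a gene was not well above background on any array of the lower group, its change is given as a limit, and where neither group was, no fold change is given. The limit takes, on each array of the lower group, the higher of the gene's own signal and the lowest signal among probes well above background. The number of arrays per group, and in blood the signal over background, limit the precision.

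Infected and matched naïve groups were compared by limma (version 3.58.1 in R 4.3.3), with a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change as in the paper, in place of the methods' t-test. Adjusted p values of probes and genes are from limma throughout. The procedure was tested on simulated data for d36 spleens against naïve 36, with 200 of 55681 probes changed by 2 on the log2 scale. It recovered 137 of these (68.5%) and called 10 unchanged probes. The simulated noise was independent between probes, and the real comparison called 3778 probes. These numbers therefore check the procedure and do not give its rates on the real arrays. Effects in liver and spleen, and at d36 and d42 in the liver, were compared as interactions in limma. Naïve groups were compared with each other in the same way. To allow for controls shared between d15, d17 and d21, 100 draws of unchanged groups were set against a shared control, all of them simulated. Noise was drawn independently for each gene and array at the gene's spread within groups. Deviations that a real naïve array carries across many genes are therefore not in these draws.

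Gene sets were 36 Reactome sets (from fgsea 1.28.0) picked for the terms the paper uses, tested by camera with an inter-gene correlation of 0.01. Hallmark sets were not used here. Gene families (chemokine ligands, chemokine receptors, interleukins and their receptors, and the IFN, TNF and TGF families) were defined by patterns in gene names. Marker lists were pancreatic acinar, erythroid, megakaryocyte, neutrophil granule, T cell, B cell, hepatocyte, marginal zone macrophage and male-specific genes and *Xist*. Each was reported as the mean over its genes per array and compared by exact permutation tests. A list of genes that escape X inactivation was added after *Xist* had been seen to be absent in some samples. Genes named in the text are those the paper's text names from mouse data, those labelled in the heat maps of Figures 4, 9, 10 and 12 where a value or tally is reported, and per tissue the 5 with the largest rise and the 5 with the largest fall at d36. These had to pass the threshold, to have every infected array beyond every naïve array, and to be well above background on every array of the higher group.

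The comparisons, the rule for named genes, the marker lists and most alternatives were set before the data were examined. Alternatives were quantile normalization, the authors' log2 values, a filter on dim probes, outlier spots kept, the methods' t-test with equal or unequal variances, all groups of a tissue in a single fit, a replicate or slide block (statmod 1.5.0, with 5000 probes drawn for the correlation within blocks), all naïve mice as control, each array left out in turn, other placements of the d17 replicate 5 arrays, the probe with the highest mean, and camera with estimated correlation or fry. For the signature, any probe of a gene and the adjusted p without a fold threshold were tried, and for blood at d36 a fold change of 1.5. Normexp background correction (offset 50) was planned on mean signals, which the files do not hold, and was run on median signals. That change, the percentile over detected probes, naïve 0 as control throughout, the exchange of replicate numbers of the 2 d42 livers, the numbers of the d42 spleens taken from their descriptions, and 2-fold with an unadjusted p or without a test were chosen after seeing the data. In each comparison up to 100 splits of its arrays into groups of the same sizes were tested in the same way. A count under an alternative was taken as unchanged within a factor of 1.5. Equal replicate numbers of infected and naïve arrays pair d36 spleens (correlation of the deviations from the group means 0.19 to 0.34 over 5 pairs) and, with the numbers of that pair of livers exchanged, d42 livers (0.18 to 0.40 over 4 pairs). In both the pairs lie on the same slides, so the slide may be what they share.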

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

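The tests of the mouse without *Xist* signal, of *Xist* in the d36 livers, of scan runs at d21 and of *Mup* mRNA in the spleen were chosen only after the results were seen. In each group of 4 to 10 arrays, the array furthest from the others was compared with the spread of the group by Dixon's test, for the 75th percentile, the share of probes well above background, the 10 marker lists (*Xist* among them) and the genes whose group means are given with the results. Of 300 groups tested 25 had an array that stood apart, where chance alone gives about 1 in 20 groups, so that a part of these arrays stands apart by chance.

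A single array was far brighter than the others of its group, the spleen of naïve 42 replicate 5, whose 75th percentile was 885.8 intensity units (the others 465.5 to 514.0) and of whose probes 81.19% were well above background (57.48 to 62.06%). The d21 liver replicate 4 had 69.36% of its probes well above background (60.31 to 62.87%). The scaling to the 75th percentile removes a common factor of brightness but not a difference in the number of dim probes that can be read. A difference in the amount or labelling of RNA remains open for both arrays, and no biological explanation was tested.

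Replicate 2 of the d17 group had no *Xist* signal, at -7.27 in the spleen (the others -0.19 to 0.11) and -6.61 in the liver (-0.50 to 0.17). The blood array with this number read -4.34, below the lowest other blood (-3.58). *Xist* is transcribed from the inactive X chromosome of females. A failed spot is argued against, since 0 of the readings of the 2 *Xist* probes in 3 tissues were well above background while the other d17 arrays read both. A male mouse is argued against as well, since 1 of the readings of 4 male-specific genes in 3 tissues was well above background on these arrays, although no array of a male is at hand to show that the probes read these genes. The mean of 5 genes that escape X inactivation was below every other d17 array in 2 of 2 solid tissues, at 1.27 against 1.63 to 1.69 in the spleen and 0.58 against 1.12 to 1.41 in the liver, but at 0.46 against 0.14 to 0.88 in the blood. In the spleen an array of another group lay lower, at 1.17. *Kdm6a* (-0.85 in spleen and -1.09 in liver) and *Kdm5c* (-0.79 and -0.71) were lower than the mean of the other d17 mice, whereas *Ddx3x* was 0.34 higher in the spleen and fell by 0.12 in the liver. A candidate explanation is a female with 1 X chromosome and no Y, as a hypothesis found and tested on the same arrays. That the 3 arrays come from a single mouse rests on their number alone.

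The same d17 spleen stood apart in neutrophil granule genes (2.48, the others 2.01 to 2.12) and marginal zone macrophage genes (1.17, the others 1.55 to 1.60). *Xist* was also low in the d36 spleen replicate 1, at -1.40 (0.35 to 0.53), and differed slightly in the livers of naïve 0 replicate 3 (0.75, the others 0.16 to 0.25) and naïve 36 replicate 1 (0.78, the others 1.00 to 1.07). No explanation was tested for these.

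Among spleens, the d15 replicate 2 was low in pancreatic acinar genes (-5.49, the others -4.81 to -4.58), of which 7 or 8 of 20 were above background on all arrays of a naïve group, and high in B cell genes (2.99, the others 2.61 to 2.69). Megakaryocyte genes were high in the d42 replicate 1 (2.37, the others 2.03 to 2.07), and neutrophil granule genes in naïve 36 replicate 1 (1.41, the others 0.74 to 0.93). In the liver, B cell genes stood apart in the d15 replicate 1 (-1.65, the others -2.50 to -2.27), the d42 replicate 3 (-2.59, the others -2.23 to -2.12) and naïve 42 replicate 4 (-2.57, the others -3.24 to -3.21). Neutrophil granule genes were high in naïve 36 replicate 4 (-2.09, the others -3.02 to -2.77). The d15 liver replicate 2 was lowest in hepatocyte genes (7.72, the others 7.90 to 7.97), and it is the array without which the liver at d15 had 12066 DE probes. Male-specific genes in the d15 liver replicate 3 (-7.90, the others -6.92 to -6.67) and the d15 blood replicate 1 (-4.72, the others -3.25 to -2.71) lay below background, where a difference between arrays has no meaning. Residual blood, the share of other cells in a piece of tissue and biological variation between mice stay open for these lists, and none of them was tested.

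Blood of d15 replicate 1 was high in T cell genes (3.42, the others 2.41 to 2.57), and naïve 0 replicate 3 in megakaryocyte genes (4.53, the others 3.52 to 3.64). Without the latter array 1165 probes differed between naïve 42 and naïve 0, against 10264 with it. Marginal zone macrophage genes were high in naïve 36 replicate 4 (-1.01, the others -2.42 to -2.36) and naïve 42 replicate 3 (-1.03, the others -3.18 to -2.61), where 0 to 3 of 5 genes of the list were above background on all arrays of a naïve group. A difference in the share of platelets or white cells between samples, technical or biological, was not tested.

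Effects of infection differed between liver and spleen, tested as an interaction, for 3210, 4808, 5944, 7803 and 6813 genes at d15, d17, d21, d36 and d42 p.i. Exchanging infected and naïve arrays within each tissue gave as many in 1 of 100 draws at each time, the real grouping itself. Such draws remove the effect of infection from both tissues, so they cannot tell a difference between tissues from an equal effect in both. For single genes the change in the liver exceeded that in the spleen, on the log2 scale, by 3.82, 4.41, 3.13, 3.74 and 2.78 for *Ifng*, by 3.83, 3.61, 4.30, 4.06 and 3.68 for *Tnf*, and by 1.17, 1.09 and 1.00 (d15, d17 and d21) for *Il10*, where normexp background correction gave the opposite sign and the limits of the rise in the liver (3.26, 4.73 and 2.45-fold) lie below the rise in the spleen (4.01, 6.14 and 3.38-fold), so that a larger rise of *Il10* in the liver is not shown. Among the genes named with the results, which are few of those with different effects, genes called up-regulated in the liver and down-regulated in the spleen at the same time were *Ccr7* (a difference of 2.45, 3.06 and 2.74 at d21, d36 and d42), *Ccr9* (2.71 and 2.26 at d21 and d42), *Cd207* (3.81, 7.37 and 7.42 at d21, d36 and d42), *Il7r* (3.98, 5.61 and 4.63 at d17, d36 and d42), *Havcr2* (3.30 at d36) and *Klra9* (3.81 at d36), and the reverse held for *Pdilt* (-8.68 at d21). Immune checkpoint genes with the larger change in the liver numbered 7, 9, 9, 7 and 6 of 9. Their median difference exceeded that of 11 T cell genes on 0 of 5 days, so that a greater rise of T cell abundance in the liver may explain it. At d21 both infected groups were scanned in runs with 0 naïve arrays, so for that time scan run and infection cannot be told apart, while d15, d17, d36 and d42 were scanned with their controls. Liver arrays were dimmer than spleen arrays, and where naïve livers (*Ifng* at d36, *Il7r* at d17 and d36, *Il10* at all times) or naïve spleens (*Pdilt* at d21) were not well above background the size of the difference depends on the background. A difference in the cells present and in their response stay open for the other genes.

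Among the genes with the largest changes at d36, several are not discussed in the paper's text. Each passed the threshold of limma in every fit that left out an array, and none changed direction under any alternative. In the spleen, *Saa3* (8.36), *Pdilt* (7.97, at least 67.3-fold) and *Ccl8* (7.68) rose most on the log2 scale, with *Agbl1* at -4.76 (at least 7.82-fold lower). No explanation, technical or biological, was tested for these. *Cd209b*, a gene of marginal zone macrophages, was at -6.45, with 1 of 5 infected arrays well above background. The other genes of that list had a median of -0.76, with *Timd4* at -1.11, *Siglec1* at -1.05 and *Marco* at -0.47 but *Cd5l* at 2.50, so that loss of these cells and lower expression within them cannot be told apart by members that move both ways. In the liver, *Ubd* (9.61), *Ccl8* (8.96, with 2 of 5 naïve arrays above background) and *Clec4e* (8.23, at least 79.3-fold) rose, and *Cyp4a14* (-6.30), *Cd209f* (-6.07, with 1 of 5 infected arrays above background), *Krt23* (-5.70) and *Cyp4a10* (-5.28) fell. In blood *Chst10* (-3.26, with 2 of 5 infected arrays above background), *St8sia6* (-2.75, at least 4.3-fold lower), *Il7r* (-2.72) and *Dapl1* (-2.69) were among the lowest. For the liver and blood genes no explanation was tested, apart from *A1bg*.

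*A1bg* was at -7.28 in the infected liver at d36 (standard error 1.23, with 3 of 5 infected arrays well above background). Male mice among the infected animals are argued against as the source, since both *Xist* probes were well above background on all 5 infected livers, with *Xist* at 0.39 to 0.71 (0.78 to 1.07 in naïve 36), against -6.61 on the liver array without *Xist* signal. Infected and naïve livers of d36 lie on the same 5 slides and were scanned in the same run, and *A1bg* was also down-regulated at d17 (-5.14) and d42 (-4.21), against other naïve mice. Relative to the spleen, its change in the liver was -4.56, -7.18 and -3.70 at d17, d36 and d42 (interaction in limma). At d15 and d21 this difference was smaller, at -1.49 and -1.42, and did not pass (adjusted p = 0.354 and 0.269). Regulation by the infection stays open, and no difference between the infected and naïve mice other than sex was tested.

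*Mup1* and *Mup18*, which encode urinary proteins made in the liver, were at -4.52 (at least 12.7-fold lower) and -4.49 (with 1 of 5 infected arrays above background) in the spleen at d36. Hepatocyte RNA in the naïve spleens and a change of *Mup* mRNA cannot be told apart. With the limit in place of signals at background, the mean of both genes relative to the 6 hepatocyte genes well above background on every array was at most -3.82 ± 1.08 (SD, n = 5) in infected and -1.81 ± 0.74 (SD, n = 5) in naïve spleens (exact permutation test, p = 0.0159). That choice leaves out hepatocyte genes that fell into the background, and *Alb*, singled out after its value was seen, was at -3.77, past the limit of -3.30 for the mean of *Mup1* and *Mup18*. *Mup1* was itself at -4.30 in the infected liver at d36. Carry-over of liver RNA into all spleens, with less *Mup* mRNA in the infected liver, could give the pattern as well, and lower expression in the spleen itself stays open.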

How the results depend on the processing

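Normexp background correction on median signals, the percentile over detected probes, naïve 0 as the control of all blood groups, the exchange of replicate numbers between a pair of d42 livers, the numbers of the d42 spleens taken from their descriptions, and the thresholds of 2-fold with an unadjusted p and of 2-fold without a test were chosen after the results were seen. There were 123 results that answer a comparison, and 22 of them stayed within a factor of 1.5, or within their spread, under every alternative run on them and with any array left out. These were the genes with different effects in liver and spleen (d15 2501 to 3792, d17 3495 to 5351, d21 4630 to 6803, d36 6621 to 8437, d42 5620 to 7376), the DE genes of all families but the chemokine receptors of the liver and the IFN, TNF and TGF families of the spleen (chemokine ligands 13 to 19 in spleen and 23 to 30 in liver, chemokine receptors 10 to 12 in spleen, interleukins and their receptors 19 to 30 in spleen and 32 to 50 in liver, IFN, TNF and TGF families 19 to 31 in liver), the 0 genes down-regulated in all 15 comparisons (which could hardly move, since blood had 0 down-regulated probes at d15 and d21), and 10 correlations of blood with liver or spleen, some of which moved widely but within their spread. Across genes these were, for blood and liver, Pearson's r of 0.03 at d36 (-0.02 to 0.11) and 0.03 at d42 (0.00 to 0.10) and Spearman's rho of -0.09 (-0.12 to -0.02) and 0.04 (-0.04 to 0.14). Across gene sets, r was 0.47 for blood and spleen at d15 (0.00 to 0.62), 0.31 for blood and liver at d15 (0.14 to 0.44) and 0.28 for blood and spleen at d36 (0.09 to 0.53), and rho was 0.17 for liver at d15 (-0.03 to 0.37), 0.28 for spleen at d36 (0.10 to 0.49) and 0.03 for liver at d36 (-0.02 to 0.09). Of 1389 values of the comparison results under an alternative, 1041 were the same by this measure. Of 4565 values for 468 results on single genes and marker lists, 4169 kept their direction and their side of the threshold, 225 were no longer past it, 86 came past it and 85 changed sign, 10 of them with a value past the threshold. The authors' log2 values and keeping outlier spots left all 123 comparison results the same, and the probe with the highest mean per gene left all 76 of the results on genes the same. For the changes below the cause was not tested, except where the alternative itself tests fewer probes or takes a looser threshold. Signal over background limits what can be seen in all tissues, and most in blood, where a median of 40.6% of probes were well above it.

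Quantile normalization left 83 of 123 comparison results within a factor of 1.5, or within their spread. DE probes came to 5487 in liver at d21, and 6 and 12 in blood at d15 and d17. The percentage of DE probes up-regulated was 65.2, 43.6 and 63.6 in spleen at d15, d17 and d21, and 72.0, 64.3, 66.7 and 71.6 in liver at d17, d21, d36 and d42. Over all time points there were 8838 probes in liver and 4752 annotated genes in liver. Between naïve groups, 790 probes differed in spleen (42 against 0), 1 in spleen (42 against 36), 87 in liver (36 against 0), 74 in liver (42 against 0), 62 in blood (36 against 0) and 2 in blood (42 against 36). Effects at d36 and d42 in the liver differed for 3 genes. Gene sets past the threshold numbered 3 in blood at d15. Across genes, blood gave Pearson's r of 0.16, 0.25 and 0.21 for liver at d15, d17 and d21, and 0.13, 0.11 and 0.25 for spleen at d17, d21 and d42 and Spearman's rho of 0.13, 0.19 and 0.10 for liver at d15, d17 and d21, and 0.11, 0.06 and 0.24 for spleen at d17, d21 and d42. Across gene sets, blood gave Pearson's r of 0.70, 0.50 and 0.02 for spleen at d17, d21 and d42, and 0.05 for liver at d42 and Spearman's rho of 0.61, 0.45 and 0.04 for spleen at d17, d21 and d42, and 0.34 for liver at d21. The mean of the hepatocyte list in liver changed sign to 0.01 at d15. Short of the threshold, the sign also changed to 0.01 for *Ptger4* in spleen at d42, -0.05 for *Ido1* in spleen at d36, 0.13, 0.01 and 0.05 for *Ido1* in liver at d15, d17 and d36, 0.52 for *Il10* in liver minus spleen at d36, 0.02, 0.04 and 0.03 for pancreatic acinar genes in spleen at d15, d17 and d21, 0.10 for erythroid genes in blood at d15, 0.08 and -0.01 for megakaryocyte genes in blood at d15 and d42, -0.02 for T cell genes in blood at d17, -0.05 for B cell genes in blood at d21, 0.43 and -0.02 for marginal zone macrophage genes in blood at d17 and d36, 0.19, 0.15 and 0.31 for male-specific genes in spleen at d15, d17 and d21 and 0.08 for male-specific genes in liver at d21.

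Normexp background correction, on median signals, left 68 of 123 unchanged. The number of DE probes was 259, 1533, 1488 and 1424 in spleen at d15, d21, d36 and d42, 22374, 2068, 2655, 2054 and 1794 in liver at d15, d17, d21, d36 and d42, and 10, 15, 113, 401 and 735 in blood at d15, d17, d21, d36 and d42. Up-regulated probes made up a percentage of 69.5, 15.5, 73.4, 60.1 and 60.9 in spleen at d15, d17, d21, d36 and d42, 4.7, 63.1, 55.3 and 62.6 in liver at d15, d17, d21 and d36, and 82.8 in blood at d36. Annotated genes among them numbered 168, 913, 919 and 964 in spleen at d15, d21, d36 and d42. Totals over all times were 4855 probes in spleen and 900 probes in blood and 537 annotated genes in blood. Between naïve groups, 190 probes differed in spleen (36 against 0), 178 in liver (36 against 0), 50 in liver (42 against 0), 2 in liver (42 against 36), 1405 in blood (36 against 0) and 1872 in blood (42 against 0). Up-regulated genes at all times of a tissue numbered 71 in spleen, 543 in liver and 7 in blood. Of the family of chemokine receptors, 9 genes were DE in liver. In blood at d36, 53 genes were up and 6 genes were down past the threshold of Figure 11. Effects at d36 and d42 in the liver differed for 1 gene. Gene sets past the threshold numbered 21 in blood at d42. Across genes, blood gave Pearson's r of 0.51, 0.34 and 0.25 for spleen at d17, d36 and d42, and 0.47 and 0.41 for liver at d17 and d21 and Spearman's rho of 0.54 for spleen at d17, and 0.46 for liver at d17. Across gene sets, blood gave Pearson's r of 0.86 for spleen at d17, and 0.52 for liver at d21 and Spearman's rho of 0.85 for spleen at d17. The Log2FC of *Ctla4* in liver changed sign to -0.54, -0.02 and -0.12 at d15, d21 and d42 and *Havcr2* in liver changed sign to -0.51 at d15. The liver minus spleen difference of *Il10* became -0.41, -0.18 and -0.39 at d15, d17 and d21. The mean of the erythroid list in liver changed sign to -0.46 and -0.11 at d15 and d21. The sign also changed, short of the threshold in either case, to -0.37 and -0.49 for *Il6* in spleen at d15 and d17, -0.05 for *Ctla4* in spleen at d17, -0.15 for *Ptger2* in spleen at d17, -0.12 for *Ctla4* in liver at d36, -0.07 for *Ptger2* in liver at d15, -0.14 and 0.01 for *Ido1* in blood at d15 and d17, -0.54 for *Il10* in liver minus spleen at d42, 0.08 for pancreatic acinar genes in spleen at d42, -0.29 for erythroid genes in liver at d17, -0.03 for megakaryocyte genes in blood at d42, 0.03 for T cell genes in blood at d21, 0.01 for B cell genes in spleen at d15, -0.09 for B cell genes in blood at d15, 0.05 and -0.02 for marginal zone macrophage genes in blood at d17 and d36, -0.01 for male-specific genes in blood at d15, 0.02 for *Xist* in spleen at d42 and 0.16 for *Xist* in blood at d42.

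With the percentile taken over detected probes, 79 of 103 were unchanged. There were then 6870 DE probes in liver at d21, and 1, 0 and 0 in blood at d15, d17 and d21. The percentage of DE probes up-regulated was 38.3, 29.9, 18.5, 23.1 and 20.9 in spleen at d15, d17, d21, d36 and d42, 71.8, 63.2, 67.9 and 85.4 in liver at d17, d21, d36 and d42, and 16.2 in blood at d42. Over all time points there were 9667 probes in liver. Between naïve groups, 0 probes differed in blood (36 against 0) and 2282 in blood (42 against 0). Genes up-regulated at all times of a tissue numbered 2 in blood, and genes up-regulated in all 15 comparisons 2. Of the family of IFN, TNF and TGF genes, 19 genes were DE in spleen. Gene sets past the threshold numbered 3 and 17 in blood at d15 and d42. Across gene sets, blood gave Pearson's r of -0.09 for liver at d42 and Spearman's rho of -0.18 for liver at d42. Short of the threshold, the sign also changed to -0.17 for *Ccr1* in spleen at d42, -0.04 for *Ido1* in spleen at d36, 0.32 for *Il10* in liver minus spleen at d36, 0.16 for pancreatic acinar genes in liver at d42, 0.41 and -0.03 for erythroid genes in blood at d15 and d21, 0.21 for megakaryocyte genes in blood at d15, -0.12 for neutrophil granule genes in blood at d17, 0.07 and -0.10 for T cell genes in blood at d15 and d17, -0.10 for B cell genes in blood at d21, 0.31 for hepatocyte genes in blood at d15, 0.29 and -0.06 for marginal zone macrophage genes in blood at d15 and d36, 0.10 for male-specific genes in liver at d42 and -0.08 for *Xist* in blood at d17.

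A filter that kept probes well above background on every array of 1 of the groups left 90 of 123 unchanged, with fewer probes tested. DE probes came to 5345 in liver at d21, and 9, 18, 40 and 1660 in blood at d15, d17, d21 and d36. Up-regulated probes made up a percentage of 58.8 in liver at d21. Totals over all times were 8391 probes in liver and 4723 annotated genes in liver. Between naïve groups, 928 probes differed in spleen (42 against 0), 3 in spleen (42 against 36), 349 in liver (36 against 0), 179 in liver (42 against 0) and 2053 in blood (36 against 0). Up-regulated genes at all times of a tissue numbered 11 in blood, and genes up-regulated in all 15 comparisons 7. Gene sets past the threshold numbered 4, 15 and 5 in blood at d15, d21 and d42. Across genes, blood gave Pearson's r of 0.23, 0.43 and 0.40 for spleen at d15, d36 and d42, and 0.23 for liver at d15 and Spearman's rho of 0.21, 0.20, 0.35 and 0.34 for spleen at d15, d17, d36 and d42, and 0.16 and 0.16 for liver at d15 and d21. Across gene sets, blood gave Pearson's r of 0.16 and 0.06 for liver at d36 and d42, and 0.03 for spleen at d42 and Spearman's rho of 0.07 for spleen at d42, and 0.07 for liver at d42.

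The methods' t-test with equal variances left 51 of 62 unchanged. The number of DE probes was 0, 0 and 443 in blood at d15, d21 and d36. Between naïve groups, 335 probes differed in spleen (36 against 0), 63 in liver (36 against 0), 22 in liver (42 against 0), 411 in blood (36 against 0) and 6706 in blood (42 against 0). Genes up-regulated at all times of a tissue numbered 0 in blood, and genes up-regulated in all 15 comparisons 0. In blood at d36, 68 genes were down past the threshold of Figure 11. The methods' t-test with unequal variances left 40 of 62 unchanged. There were then 321 and 1765 DE probes in spleen at d15 and d21, 2410 and 3186 in liver at d15 and d17, and 0, 3, 0 and 102 in blood at d15, d17, d21 and d36. The percentage of DE probes up-regulated was 65.2 in liver at d17, and 80.4 in blood at d36. The annotated genes among them were 225 and 1065 in spleen at d15 and d21. Between naïve groups, 30 probes differed in spleen (36 against 0), 29 in spleen (42 against 0), 12 in liver (36 against 0), 4 in liver (42 against 0), 2 in blood (36 against 0) and 1766 in blood (42 against 0). Up-regulated genes at all times of a tissue numbered 0 in blood, and genes up-regulated in all 15 comparisons 0. In blood at d36, 55 genes were up and 22 genes were down past the threshold of Figure 11.

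With all groups of a tissue in a single fit, 46 of 62 were unchanged. DE probes came to 8121 in liver at d15, and 108, 9597, 237 and 3128 in blood at d15, d17, d21 and d42. Up-regulated probes made up a percentage of 42.2 and 34.1 in spleen at d15 and d21. Over all time points there were 12684 probes in blood and 5603 annotated genes in blood. Between naïve groups, 16 probes differed in spleen (42 against 36), 696 in liver (36 against 0), 300 in liver (42 against 0), 4181 in blood (36 against 0) and 16441 in blood (42 against 0). Genes up-regulated at all times of a tissue numbered 45 in blood, and genes up-regulated in all 15 comparisons 18.

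When all naïve arrays of a tissue served as control, 37 of 53 were unchanged. The number of DE probes was 3004 and 4158 in spleen at d15 and d17, 9368 in liver at d15, and 47, 3208, 83, 1321 and 852 in blood at d15, d17, d21, d36 and d42. The percentage of DE probes up-regulated was 22.2 and 29.7 in spleen at d15 and d21, and 39.5 and 61.5 in liver at d17 and d42. Annotated genes among them numbered 1276 and 1968 in spleen at d15 and d17. Up-regulated genes at all times of a tissue numbered 23 in blood, and genes up-regulated in all 15 comparisons 12. The sign also changed, short of the threshold in either case, to -0.22 for *Il6* in spleen at d15, 0.13 and 0.08 for *Il10ra* in spleen at d15 and d17, -0.10 and -0.01 for *Ccr1* in spleen at d36 and d42, -0.11 for *Klrg1* in spleen at d17, -0.11 and -0.24 for *Ptger2* in spleen at d15 and d17, 0.08 and 0.23 for *Ptger4* in spleen at d15 and d17 and 0.04 for *Ido1* in blood at d36.

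As titled, replicate numbers pair the arrays in 1 of 15 comparisons of infected with naïve mice (d36 spleens) and in 0 of 8 comparisons of liver with spleen, by deviations from the group means that correlate above 0.1 for every pair. With the replicate number as a block, 40 of 66 comparison results were the same, and exchanging the numbers of the d42 livers whose deposited values match each other's intensities left 4 of 4 the same. There were then 0, 14 and 0 DE probes in spleen at d15, d17 and d21, 10440 and 7621 in liver at d15 and d21, and 0, 52 and 93 in blood at d15, d21 and d36. Up-regulated probes made up a percentage of 78.6 and 42.6 in spleen at d17 and d42, 62.0 in liver at d17, and 79.6 in blood at d36. The annotated genes among them were 0, 11 and 0 in spleen at d15, d17 and d21. Totals over all times were 4693 probes in spleen and 2519 annotated genes in spleen. Between naïve groups, 0 probes differed in spleen (36 against 0), 0 in spleen (42 against 0), 0 in liver (36 against 0), 0 in liver (42 against 0), 0 in blood (36 against 0) and 116 in blood (42 against 36). Genes up-regulated at all times of a tissue numbered 0 in spleen and 0 in blood, and genes up-regulated in all 15 comparisons 0. Short of the threshold, the sign also changed to -0.07 for *Il1b* in spleen at d17 and 0.12 for *Ptger4* in spleen at d17. The d42 spleens are numbered 1 to 4 by title but 1, 3, 4 and 5 by description, and the latter puts equal numbers on the same slide in 4 of 4 pairs, the former in 1 of 4 (by description, r from 0.01 to 0.42, with 2 of 4 above 0.1). With these numbers as a block, 1 of 5 results was unchanged. DE probes came to 2032 in spleen at d42. Annotated genes among them numbered 1293 in spleen at d42. Over all time points there were 4050 probes in spleen and 2228 annotated genes in spleen. The sign also changed, short of the threshold in either case, to -0.12 for *Ccr1* in spleen at d42. Where numbers pair (d36 spleens and, once exchanged, d42 livers), the block changed the call of *Il17re* in the d36 spleens and no other.

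With the slide or scan run as a block, 47 of 56 were unchanged. The number of DE probes was 1076 and 2032 in spleen at d15 and d42, and 2, 10 and 93 in blood at d17, d21 and d36. The percentage of DE probes up-regulated was 41.4 in spleen at d15, and 79.6 in blood at d36. The annotated genes among them were 1293 in spleen at d42. Between naïve groups, 116 probes differed in blood (42 against 36). Short of the threshold, the sign also changed to -0.12 for *Ccr1* in spleen at d42.

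With 2-fold and an unadjusted p under 0.05 in place of the adjusted p, 18 of 33 were unchanged. There were then 1887, 2799 and 6250 DE probes in spleen at d15, d17 and d21, 10006 in liver at d15, and 3906, 14738, 3299 and 3519 in blood at d15, d17, d21 and d36. Annotated genes among them numbered 939 and 3035 in spleen at d15 and d21. Totals over all times were 11615 probes in spleen and 25908 probes in blood and 10659 annotated genes in blood. Up-regulated genes at all times of a tissue numbered 65 in blood, and genes up-regulated in all 15 comparisons 20. With 2-fold and no test, 11 of 33 were unchanged. DE probes came to 3064, 3850, 7822, 5811 and 5888 in spleen at d15, d17, d21, d36 and d42, 11635, 8638 and 9944 in liver at d15, d17 and d36, and 9956, 21586, 8169, 4116 and 8303 in blood at d15, d17, d21, d36 and d42. The annotated genes among them were 1360, 1885 and 3585 in spleen at d15, d17 and d21. Over all time points there were 14890 probes in spleen and 35240 probes in blood and 6390 annotated genes in spleen and 13814 annotated genes in blood. Genes up-regulated at all times of a tissue numbered 72 in blood, and genes up-regulated in all 15 comparisons 22.

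Counting the arrays titled as d17 replicate 5 with d21 left 51 of 55 unchanged. The number of DE probes was 1656 in spleen at d21, 7840 in liver at d21, and 10 in blood at d21. Annotated genes among them numbered 989 in spleen at d21. The sign also changed, short of the threshold in either case, to -0.07 for *Il1b* in spleen at d17 and 0.12 for *Ptger4* in spleen at d17. Counting the blood array of that title with d17 left 14 of 15 unchanged. There were then 2266 DE probes in blood at d17. In blood, naïve 0 as the control at every time left 3 of 7 unchanged. DE probes came to 1781 and 1552 in blood at d36 and d42. Totals over all times were 2319 probes in blood and 1248 annotated genes in blood. Calling a gene of the signature by any of its probes left 3 of 5 unchanged. Up-regulated genes at all times of a tissue numbered 2 in blood, and genes up-regulated in all 15 comparisons 2. The adjusted p without a fold threshold left 4 of 5 signature results unchanged. Genes up-regulated at all times of a tissue numbered 339 in spleen. With the probe of the highest mean per gene, short of the threshold, the sign also changed to 0.07 and 0.07 for *Trim24* in spleen at d21 and d42.

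For gene sets, camera with an estimated inter-gene correlation left 10 of 35 unchanged. Gene sets past the threshold numbered 0, 0, 0, 0 and 0 in spleen at d15, d17, d21, d36 and d42, 3, 12, 11, 7 and 1 in liver at d15, d17, d21, d36 and d42, and 0, 0, 0, 0 and 0 in blood at d15, d17, d21, d36 and d42. Across gene sets, blood gave Pearson's r of 0.59, 0.58 and 0.11 for spleen at d17, d21 and d42, and 0.36 for liver at d17 and Spearman's rho of 0.55, 0.34 and 0.24 for spleen at d17, d21 and d42, and 0.39, 0.27 and 0.03 for liver at d17, d21 and d42. The fry test left 19 of 35 unchanged. Gene sets past the threshold numbered 23 in spleen at d21, and 0, 0, 0 and 3 in blood at d15, d17, d21 and d36. Across gene sets, blood gave Pearson's r of 0.65, 0.58 and 0.13 for spleen at d17, d21 and d42, and 0.35, 0.15 and 0.08 for liver at d17, d36 and d42 and Spearman's rho of 0.60, 0.41 and 0.27 for spleen at d17, d21 and d42, and 0.33 and 0.30 for liver at d17 and d21. A fold change of 1.5 in place of a Log2FC of 1.5 left 0 of 2 unchanged. In blood at d36, 386 genes were up and 394 genes were down past the threshold of Figure 11.

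Leaving out single arrays gave 321 (without naïve 0 replicate 3) to 691 (without naïve 0 replicate 1) DE probes in spleen at d15, 51.2 (without naïve 0 replicate 1) to 65.1 (without naïve 0 replicate 3) % of DE probes up-regulated in spleen at d15, and 222 (without naïve 0 replicate 3) to 412 (without naïve 0 replicate 1) annotated genes in spleen at d15. It further gave 37.2 (without naïve 0 replicate 1) to 43.1 (without naïve 0 replicate 3) % of DE probes up-regulated in spleen at d17, 1386 (without d21 replicate 2) to 5797 (without d21 replicate 1) DE probes in spleen at d21, and 819 (without d21 replicate 2) to 2934 (without d21 replicate 1) annotated genes in spleen at d21. Next were 2739 (without naïve 0 replicate 3) to 12066 (without d15 replicate 2) DE probes in liver at d15, 52.2 (without naïve 0 replicate 2) to 60.9 (without naïve 0 replicate 4) % of DE probes up-regulated in liver at d17, and 1 (without naïve 0 replicate 3) to 3 (without naïve 0 replicate 2) DE probes in blood at d15. In addition there were 1 (without d17 replicate 1) to 8680 (without naïve 0 replicate 4) DE probes in blood at d17, 6 (without naïve 0 replicate 3) to 17 (without naïve 0 replicate 1) DE probes in blood at d21, and 301 (without naïve 36 replicate 1) to 1438 (without naïve 36 replicate 5) DE probes in blood at d36. Other ranges were 3749 (without d42 replicate 5) to 12724 (without naïve 42 replicate 1) DE probes in blood at d42, 40.9 (without d42 replicate 5) to 75.8 (without naïve 42 replicate 1) % of DE probes up-regulated in blood at d42, and 3944 (without d42 replicate 5) to 14073 (without naïve 0 replicate 4) DE probes over all times in blood. For further results there were 2353 (without d42 replicate 5) to 6253 (without naïve 0 replicate 4) annotated genes over all times in blood, 41 (without naïve 36 replicate 2) to 209 (without naïve 0 replicate 3) DE probes in spleen for naïve 36 against 0, and 0 (without naïve 0 replicate 1) to 293 (without naïve 42 replicate 5) DE probes in spleen for naïve 42 against 0. Among naïve groups there were 0 (without naïve 36 replicate 1) to 18 (without naïve 36 replicate 2) DE probes in spleen for naïve 42 against 36, 0 DE probes in liver for naïve 36 against 0 whichever array was left out, and 0 (without naïve 0 replicate 1) to 3 (without naïve 0 replicate 2) DE probes in liver for naïve 42 against 0. Likewise there were 0 (without naïve 0 replicate 3) to 990 (without naïve 0 replicate 2) DE probes in blood for naïve 36 against 0, 1165 (without naïve 0 replicate 3) to 14539 (without naïve 0 replicate 2) DE probes in blood for naïve 42 against 0, and 0 (without naïve 36 replicate 1) to 1 (without naïve 42 replicate 2) DE probes in blood for naïve 42 against 36. Then came 2 (without blood naïve 0 replicate 3) to 5 (without blood naïve 0 replicate 1) genes up-regulated in all 15 comparisons, 2 (without naïve 0 replicate 3) to 6 (without naïve 0 replicate 1) genes up-regulated at all times in blood, and 0 (without d15 replicate 1) to 2 (without d15 replicate 3) gene sets past the threshold in blood at d15. Ranges for the rest were 3 (without naïve 36 replicate 1) to 8 (without naïve 36 replicate 4) gene sets past the threshold in blood at d36, 0.07 (without blood d15 replicate 1) to 0.66 (without blood d15 replicate 5) for Spearman's rho of blood and spleen across gene sets at d15, and 0 (without d36 replicate 1) to 3 (without naïve 36 replicate 3) genes with different effects at d36 and d42 in liver. The last was 64 (without blood naïve 36 replicate 1) to 290 (without blood naïve 36 replicate 5) down-regulated genes past the threshold of Figure 11 in blood at d36. The sign of a Log2FC short of the threshold depended on single arrays, with -0.07 (without d17 replicate 5) to 0.20 (without d17 replicate 1) for *Il1b* in spleen at d17, -0.17 (without d21 replicate 4) to 0.05 (without d21 replicate 1) for *Trim24* in spleen at d21, -0.03 (without d42 replicate 1) to 0.02 (without naïve 42 replicate 1) for *Trim24* in spleen at d42, and -0.21 (without d42 replicate 4) to 0.26 (without naïve 42 replicate 4) for *Ccr1* in spleen at d42. The same held for *Ptger4* in spleen at d17, -0.08 (without d17 replicate 1) to 0.12 (without d17 replicate 5), *Ptger4* in spleen at d36, -0.16 (without naïve 36 replicate 5) to 0.04 (without d36 replicate 5), *Ptger4* in spleen at d42, -0.14 (without naïve 42 replicate 4) to 0.12 (without d42 replicate 4), *Il10* in liver minus spleen at d36, -0.20 (without spleen naïve 36 replicate 1) to 0.10 (without spleen naïve 36 replicate 4), and *Il10* in liver minus spleen at d42, -0.10 (without spleen naïve 42 replicate 5) to 0.31 (without spleen d42 replicate 1).

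Normexp background correction of mean signals could not be run, because the files hold median signals and not mean signals. Other alternatives gave no value for a result they do not bear on.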

Differences from the paper's values

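The settings of 2-fold with an unadjusted p, 2-fold without a test, normexp background correction and the percentile over detected probes were chosen after the values were seen, and the other settings named here were set before the data were examined. Values were counted as different when 1 was over 1.5 times the other, or, for a Log2FC, when they lay further apart than the standard error. The paper counts 1 naïve and 2 infected spleens more than were analysed here.

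At d15 p.i. 645 probes were DE in the spleen, where the paper gives 1997. No alternative set beforehand came within 1.5 times of the paper's number, with 604 after quantile normalization, 637 with the authors' log2 values or outlier spots kept, 756 with dim probes filtered, 563 and 321 by the methods' t-test with equal and unequal variances, 961 in a single fit, 0 with a replicate block, 1076 with a slide block, 3004 against all naïve mice and at most 691 with an array left out. With 2-fold and an unadjusted p, a setting chosen after seeing the values, there were 1887. At d17 there were 1772 DE probes and the paper gives 2826. The difference closed in a single fit over all groups (2063), against all naïve mice (4158) and without naïve 0 replicate 1 (1897), but not after quantile normalization (1796), with the authors' log2 values or outlier spots kept (1760), with dim probes filtered (1606), by the methods' t-test (1583 and 1245), with a replicate block (14), with a slide block (1806), or with the array titled d17 replicate 5 moved to d21 (1474). Settings chosen after seeing the values also reached it, namely 2-fold with an unadjusted p (2799), 2-fold without a test (3850), normexp (2642) and the percentile over detected probes (1936).

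Annotated DE genes in the spleen numbered 419 at d15, where the paper gives 1078. Only all naïve mice as control (1276) came within 1.5 times of it among the settings chosen beforehand, whereas quantile normalization (384), the authors' log2 values or outlier spots kept (414), the filter on dim probes (484), the methods' t-test (370 and 225), a single fit (579), a replicate block (0) and a slide block (622) did not. After seeing the values, 2-fold with an unadjusted p (939) and 2-fold without a test (1360) were found to reach it. For d17 the count was 1073 and the paper's 1653. A single fit (1216), all naïve mice as control (1968) and leaving out naïve 0 replicate 1 (1118) reached the paper's number, as did 2-fold with an unadjusted p (1504), 2-fold without a test (1885), normexp (1291) and the percentile over detected probes (1147), which were chosen after seeing the values. Quantile normalization (1097), the authors' log2 values or outlier spots kept (1067), the filter on dim probes (992), the methods' t-test (979 and 784), a replicate block (11), a slide block (1078) and the d17 replicate 5 array at d21 (917) did not. The lowest Log2FC of a DE probe at d21 was -3.83, and the paper's is -4.54. It remained apart under every setting run on it, with -3.62 after quantile normalization, -3.75 with the d17 replicate 5 array at d21, -4.14 with dim probes filtered or in a single fit, -4.81 against all naïve mice, and -3.83 otherwise.

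*Cd27* was 1.88-fold lower in the spleen at d36, where the paper gives a 23-fold decrease for a gene it names *Cd27* and langerin. With all arrays kept, the alternatives set beforehand gave between 1.88-fold and 1.96-fold. *Cd207*, the gene for langerin, was 22.9-fold lower. *Cd209c* was 2.69-fold lower and the paper gives 9-fold. The probe with the highest mean gave 8.95-fold, while quantile normalization gave 2.96-fold and the other alternatives with all arrays kept 2.69-fold.

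Over all time points 5556 probes were DE in blood, and the paper gives 26836. No alternative set beforehand came within 1.5 times, with 4879 after quantile normalization, 5531 with the authors' log2 values or outlier spots kept, 4331 with dim probes filtered, 4528 and 3728 by the methods' t-test, 12684 in a single fit, 5597 with a replicate block, 5585 with a slide or scan block, 4570 against all naïve mice, 5556 and 7752 for the other placements of the d17 replicate 5 arrays, and at most 14073 with an array left out. The thresholds of 2-fold with an unadjusted p (25908) and 2-fold without a test (35240), chosen after seeing the values, came within it. These probes stood for 3123 annotated genes, where the paper gives 12348. Among alternatives set beforehand the largest number was 6253, without naïve 0 replicate 4, followed by 5603 in a single fit, and the rest with all arrays kept lay between 2278 and 3923. At 2-fold with an unadjusted p there were 10659 genes and at 2-fold without a test 13814, both chosen after seeing the values.

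In all 15 comparisons 4 genes were up-regulated, and the paper gives 26. A single fit over all groups gave 18, within 1.5 times of the paper's number. All naïve mice as control gave 12, the filter on dim probes 7, quantile normalization and the probe with the highest mean 5 each, any probe of a gene 2, the methods' t-test and the replicate block 0, leaving out an array at most 5, and the remaining alternatives set beforehand 4. Thresholds chosen after seeing the values reached it, with 20 genes at 2-fold with an unadjusted p (19 of them on the paper's list) and 22 at 2-fold without a test (20 on the list).

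Figure 11 of the paper shows about 290 genes up-regulated in mouse blood at d36 (read by eye), against 176 here. All naïve mice as control (229), the probe with the highest mean (197), a fold change of 1.5 (386) and leaving out naïve 36 replicate 5 (215) or infected replicate 3 (197) came within 1.5 times, as did 2-fold with an unadjusted p (201) and 2-fold without a test (207), chosen after seeing the values. Quantile normalization (148), the filter on dim probes (151), the methods' t-test (132 and 55), a single fit (165), the replicate or slide block (146), and the authors' log2 values or outlier spots kept (176) did not. Down-regulated genes number about 330 in Fig. 11 (read by eye), against 143 here. A fold change of 1.5 (394) and leaving out naïve 36 replicate 5 (290) came within 1.5 times, and without naïve 36 replicate 1 the count was 64. Under the other alternatives set beforehand, with all arrays kept, it lay between 22, by the methods' t-test with unequal variances, and 176, with the probe with the highest mean.

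Among the genes up-regulated at all time points, Fig. 12A shows about 30 in blood only, about 270 in spleen only, about 4 in blood and spleen only and about 32 in blood and liver only (read by eye), against 0, 49, 0 and 0 here. For blood only no setting came within 1.5 times, and the highest set beforehand was 5, in a single fit. For spleen only none did either, and the adjusted p without a fold threshold came closest with 169. All naïve mice as control gave 3 genes for blood and spleen only, within 1.5 times of the paper's number, whereas a single fit gave 2, the filter on dim probes 1 and the others 0. For blood and liver only a single fit gave 20, all naïve mice as control 8, the filter on dim probes 3, quantile normalization and the probe with the highest mean 1 each and the others 0. Both 2-fold with an unadjusted p (4 in blood and spleen, 26 in blood and liver) and 2-fold without a test (4 and 28), chosen after seeing the values, reached the paper's numbers for these pairs of tissues, but not for blood only (15 and 18) or spleen only (53 and 54).

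The paper names *Ccr1* among the chemokine receptors at lower abundance in the spleen. *Ccr1* was well above background on 1 of 4 arrays of naïve 0 and on no other spleen array, so no change was detectable, while over the family 7 receptors fell and 4 rose. For the terms that the paper lists as most commonly enriched in the spleen and that had a Reactome set here, the sets for interferon gamma, G2M checkpoint and E2F targets were up-regulated by camera at 5 of 5 time points, as was MHC class II antigen presentation, chosen with T cell receptor signalling (0) for allograft rejection. The set for complement was up-regulated at 3, and signalling by interleukins, which stood in for IL-6 signalling, at 2. Extracellular matrix organization and collagen formation, which stood in for epithelial-mesenchymal transition, were down-regulated at 4 each and myogenesis at 2. These Reactome sets are not the paper's Hallmark sets, so a different call need not contradict the paper. The sets for TNF signalling, angiogenesis and inflammatory response (Toll-like receptor cascades, VEGF signalling and chemokine receptors) passed at 0 each, where fry called VEGF signalling down-regulated at d21 and d42 and chemokine receptors up-regulated at these times. The paper places coagulation and hypoxia among the pathways enriched late. The clotting cascade passed at d15 and d42, and under fry at d36 and d42, and cellular response to hypoxia passed at 0 time points by camera and at d21, d36 and d42 by fry (adjusted p = 0.00171, 0.0103 and 0.0274).

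The paper lists notch signalling and apical junction as sets enriched in the liver and not in the spleen. Signalling by NOTCH and cell-cell junction organization passed at 0 of 5 time points in the liver by camera and at 3 and 4 in the spleen, in the down-regulated direction, and fry called the junction set down-regulated in the liver at all 5. The paper describes *Ifng* and *Il10* as not separating spleen from liver. *Ifng* rose more in the liver at 5 of 5 time points, by 2.78 to 4.41 on the log2 scale at d15, d17, d21 and d42 and by at least 62.9-fold against 11.0-fold at d36. This is a difference in the rise over naïve mice, which had less *Ifng* signal in the liver. The level in infected mice was higher in the liver at d17, higher in the spleen at d36 and d42, and overlapped at d15 and d21. For *Il10* a difference was not shown. The paper sees the peak of many cytokines and chemokines in the liver at d36. Of the genes up-regulated at some time, the largest Log2FC fell at d36 for 7 of 23 chemokine ligands, 3 of 13 chemokine receptors, 11 of 30 interleukin genes and 11 of 22 genes of the IFN, TNF and TGF families, and 0 genes differed between the d36 and d42 effects by limma (1736 at an unadjusted p under 0.05).

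The paper lists 3 apolipoprotein L genes in the signature and names 5 genes shared by all data sets. *Apol10b* was up-regulated in 12 of 15 comparisons (1 of its 2 probes also in blood at d21), *Ifng*, *Ms4a6d* and *Socs1* in 12 each, *Gbp2* in 14 and *Wars* in 8. In a single fit over all groups *Apol10b*, *Ifng*, *Ms4a6d*, *Gbp2* and *Socs1* were called at all 5 times in blood, and *Ifng* also with all naïve mice as control. For *Gbp2* the filter on dim probes, all naïve mice as control and normexp gave calls at all 5 times in blood as well. At 2-fold with an unadjusted p or without a test, settings chosen after seeing the values, these 5 genes passed in all 15 comparisons and *Wars* in 8.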

Other observations

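Tests of scan runs at d21 and at d15, of the percentile shift at d21 and among naïve bloods, of single arrays in blood at d17, and of other thresholds or of naïve 0 as a common control in blood were chosen only after the results were seen, and the remaining tests were set beforehand.

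Whether chance could give the counts of DE probes was tested by splitting the arrays of a comparison into other groups of the same sizes. In the spleen 2, 1, 1, 1 and 1 splits gave as many DE probes as infected against naïve at d15, d17, d21, d36 and d42 p.i., out of 100 splits or, at d21, 35, the real split included. The liver gave 1 of 100 at each time, and blood 4 of 100, 1 of 35, 1 of 35, 1 of 100 and 3 of 100. Chance is excluded by this measure at every time, although for spleen at d15 another split reached 1175 DE probes. In blood, splits with more DE probes than the real split at d15 (up to 16980) and d42 (up to 7947) show how far 4 or 5 arrays can part by other differences. The genes up-regulated and down-regulated in blood at d36 past a Log2FC of 1.5 and the genes up-regulated in all comparisons were each matched by 1 of 100 splits, which excludes chance. Between naïve groups, 1 split of 100 (35 for liver 42 against 0 and blood 36 against 0) was as large for the comparisons with naïve 0, whereas naïve 42 against naïve 36 gave 0 DE probes in every tissue by limma without a block (1884, 4794 and 3086 at an unadjusted p under 0.05 in spleen, liver and blood) and was matched by 100 of 100. The genes with different effects in liver and spleen were matched by 1 of 100 splits at each time. These splits mix infected with naïve arrays in both tissues, so they cannot tell different effects from an equal effect in both. The 0 genes with different effects at d36 and d42 in the liver (limma, 1736 at an unadjusted p under 0.05) were matched by 100 of 100. Any split matches a count of 0, so neither this test nor that of naïve 42 against naïve 36 can bear on chance.

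The number of gene sets past the threshold of camera was less safe from chance. As many sets were found by 8, 9, 12 and 1 of 100 splits in the spleen at d15, d17, d36 and d42 and by 6 of 35 at d21, so that chance is excluded at d42 only. In the liver 1, 2, 4, 3 and 3 of 100 splits did so, and chance is excluded at all times. For blood the numbers were 78, 41 and 34 of 100 at d15, d36 and d42, 2 of 35 at d17 and 4 of 35 at d21, where chance is not excluded at any time. With the inter-gene correlation estimated from the arrays, 0 sets passed in spleen and blood, and 3, 12, 11, 7 and 1 in liver.

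Marker lists gave 150 exact permutation tests, of which 73 had an unadjusted p under 0.05 and 56 passed after adjustment. Among these the direction changed under another scaling for the hepatocyte genes in the liver at d15 (quantile normalization, 0.01) and the erythroid genes in the liver at d21 (normexp background correction, -0.11). The smallest p that 5 arrays against 4 or 5 allow, 0.00794 (adjusted 0.0234), means that every infected array lay beyond every naïve array, and 4 against 4 arrays reach 0.0286 (adjusted 0.064), which cannot pass. No gene is in more than 1 list. Of 13 neutrophil granule genes, 3 of which the paper names, 13 were above background on all arrays of the naïve spleens, 5 or 6 in liver and 8 to 10 in blood. Their mean rose in the spleen by 1.09, 1.17, 1.58, 3.83 and 3.59 on the log2 scale from d15 to d42 (adjusted exact p = 0.0234 apart from 0.064 at d21) and in the liver by 2.38, 2.47, 2.47, 3.71 and 4.45 (0.0234 each). In blood it rose at d36 (1.06, median of the genes 0.63) and d42 (1.64, median 0.95; adjusted exact p = 0.0234 each). The 11 T cell genes rose in the liver by 2.49, 2.73, 3.17, 2.82 and 2.63 (adjusted exact p = 0.0234 each, 9 genes above background in naïve livers and 11 in the other tissues), and were lower in the spleen at d36 (-0.80, adjusted exact p = 0.0234) and d42 (-0.67, adjusted exact p = 0.0679), and in blood at d36 (-1.10) and d42 (-1.14, with 8 of 11 genes called lower at both times). B cell genes (9 above background in spleen, 6 in liver and 8 in blood) were lower in the spleen by -0.57 at d21 (adjusted exact p = 0.064) and -1.39 at d36 and d42 (8 of 9 genes lower), lower in blood at d36 (-0.70, 0.0595) and d42 (-0.65, 0.0234), and higher in the liver, by 0.97, 0.66, 1.05, 0.54 and 0.80 (adjusted exact p = 0.0234, 0.116, 0.0234, 0.0827 and 0.0426), with medians of only 0.25 to 0.52 and 3 of 9 genes called higher at each time. After normexp background correction the rise in the liver was 0.08, 0.08, 0.33, 0.24 and 0.34, and passed the adjusted p at no time.

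The 12 hepatocyte genes were lower in the infected liver by -0.79, -0.72, -0.61, -0.56 and -0.57 (adjusted exact p = 0.0234, and 0.0595 at d42). The fall depends on scaling at every time, since after quantile normalization it was 0.01 and -0.12 at d15 and d17 (adjusted exact p = 0.936 and 0.388) and -0.27, -0.21 and -0.14 at d21, d36 and d42 (0.0238 each). In the spleen, where 10 to 12 of them were above background, their mean was at -1.50 at d36 (exact p = 0.151, not past the adjusted p), and in blood (5 to 7 above background) no difference passed. Of 5 marginal zone macrophage genes, all above background in the spleen, the mean was lower there by -0.61, -0.97, -0.84, -1.32 and -1.46 (adjusted exact p = 0.0234, 0.064 at d21; medians of the genes -0.30, -0.87, -0.69, -1.05 and -1.13, with 2 or 3 called lower and 1 called higher at each time) and higher in the liver by 2.44, 2.35, 2.76, 2.54 and 2.58 (0.0234 each, 4 genes above background), with *Marco* at 7.84 in the liver at d36, a gene singled out after its value was seen. In blood no difference passed. Pancreatic acinar genes (20 of 23 listed were measured, with 7 or 8 above background in naïve spleens, 6 in livers and 6 to 8 in blood) passed in no spleen comparison, and in liver at d36 (-0.55) and blood at d42 (0.58, adjusted exact p = 0.0426 each). Male-specific genes, 0 of 4 above background on all naïve arrays of any tissue, passed in spleen at d42 (0.38) and liver at d15 (-0.89), where quantile normalization gave 0.18 and -0.02. *Xist* was lower in liver at d15 (-0.48, adjusted exact p = 0.0426) and d36 (-0.42, 0.0234) and passed in no other comparison.

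Extramedullary haematopoiesis in the spleen was looked for in erythroid and megakaryocyte genes. The paper reads it from more frequent megakaryocytes in stained sections of d42 spleens. Of 15 erythroid genes 14 were measured, all above background in naïve spleens and blood and 9 in livers. In the spleen at d36 their median Log2FC was 0.49, with 2 of 14 called higher, and their mean 0.60 (exact p = 0.0873, adjusted 0.152), and at d42 the median was 0.91, with 4 of 14 called higher, and the mean 0.77 (exact p = 0.0635, adjusted 0.116). More erythroid cells and no change cannot be told apart with the spread between these spleens. Megakaryocyte genes had a median of 1.25 in the spleen at d36 with 10 of 11 called higher, and their mean rose by 0.48, 0.49, 0.73, 1.26 and 1.09 (adjusted exact p = 0.0679, 0.0426, 0.11, 0.0234 and 0.0234), so that more megakaryocytes or their RNA are a candidate explanation. In the liver they rose too, by 1.34, 1.42, 1.51, 1.81 and 2.26 (0.0234 each, 4 to 6 of 11 above background in naïve livers), and in blood no difference passed. After normexp background correction the rise in the liver was 0.14 at d15 and 0.44 at d17 (adjusted exact p = 0.37 and 0.101). At d21, d36 and d42 it was then 0.45, 0.82 and 1.07 (0.0238 each). Erythroid genes rose in the liver by 1.59 at d36 and 1.51 at d42 (adjusted exact p = 0.0234 each; 8 and 9 of 14 called higher), after 0.01, 0.08 and 0.44 at d15, d17 and d21, where normexp background correction gave -0.46, -0.29 and -0.11. In blood they passed at d42 (0.86, adjusted exact p = 0.0234).

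Many more probes were lower in the liver at d21 (8404) than at the other times, and 3399 were higher. Whether loss of hepatocyte RNA is a source cannot be told, since the lower probes were selected for a fall of 2-fold or more. The hepatocyte genes, which were not selected in this way, had a median of -0.56 and a mean of -0.61, with 3 of 12 called lower. Their mean was -0.27 after quantile normalization, -0.46 after normexp background correction and -0.39 with the percentile over detected probes. The scaling could act on dim probes, since quantile normalization left 1959 lower and 3528 higher, normexp background correction 1186 and 1469, and the percentile over detected probes 2525 and 4345, and 25.7% of the lower probes were well above background on all arrays of the infected or of the naïve group. The scan run stays open as well, since 0 naïve livers were in the run of the d21 livers, and scan run and infection cannot be told apart. The same holds for the spleen at d21, whose run had 0 naïve spleens, and where the number of DE probes was 3514 with all arrays, 1386 without infected replicate 2 and 5797 without infected replicate 1.

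Few probes were DE in blood before d36, namely 2, 7 and 17 at d15, d17 and d21 by limma (3937, 14868 and 3322 at an unadjusted p under 0.05). At d15 the arrays of both groups fell into a pair of scan runs, and splitting them by run, 5 arrays against 4, gave 14392 DE probes, more than infection did. With the scan run as a block there were 2 DE probes at d15, so that the run does not hide further calls that a block would recover. At d17 a single array could be the source, since leaving out 1 array, naïve 0 replicate 4, raised the number above 100, to 8680, while leaving out any other gave 1 to 8. A blood array titled as d17 replicate 5 and given 21 days in its other labels had a 75th percentile of 73.3 intensity units and 58.6% of its probes well above background, and counting it with d17 gave 2266 DE probes.

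Naïve bloods differed most among naïve groups, with 10264 probes between naïve 42 and naïve 0 (3267 higher, 6997 lower), 247 between naïve 36 and naïve 0 (all lower) and 0 between naïve 42 and naïve 36 (limma, 3086 at an unadjusted p under 0.05). With the slide as a block, some probes also differed between naïve 42 and naïve 36, as given with the processing. The 10264 fell to 1165 without naïve 0 replicate 3 and rose to 14539 without naïve 0 replicate 2. Of these probes 99.7% moved in the same direction between naïve 36 and naïve 0, but both comparisons share the naïve 0 arrays, and naïve 0 came from another experiment and other scan runs, so the scan run and the experiment cannot be told apart. The percentile shift over probes near background could explain a part, since 2282 probes differed with the percentile over detected probes.

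Explanations for the smaller numbers than in the paper were tested for blood. For the genes up-regulated in all comparisons, few calls in the blood at d15, d17 and d21 are a candidate explanation, since 35 genes were up-regulated in every other comparison. For DE probes in blood, calls made without the false discovery correction could give the paper's number, with 25908 probes at 2-fold and an unadjusted p under 0.05, and so could calls on fold change alone, with 35240. These tests show only that such thresholds give numbers of this size. Naïve 0 as the control of d36 and d42 is argued against, since it gave 2319 probes.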
